# Chronic intake of high dietary sucrose induces sexually dimorphic metabolic adaptations in mouse liver and adipose tissue

**DOI:** 10.1038/s41467-022-33840-6

**Published:** 2022-10-13

**Authors:** Erin J. Stephenson, Amanda S. Stayton, Aarti Sethuraman, Prahlad K. Rao, Alice Meyer, Charles Klazer Gomes, Molly C. Mulcahy, Liam McAllan, Michelle A. Puchowicz, Joseph F. Pierre, Dave Bridges, Joan C. Han

**Keywords:** Fat metabolism, Transcriptomics, Metabolic syndrome, Fatty acids, Non-alcoholic fatty liver disease

## Abstract

Almost all effective treatments for non-alcoholic fatty liver disease (NAFLD) involve reduction of adiposity, which suggests the metabolic axis between liver and adipose tissue is essential to NAFLD development. Since excessive dietary sugar intake may be an initiating factor for NAFLD, we have characterized the metabolic effects of liquid sucrose intake at concentrations relevant to typical human consumption in mice. We report that sucrose intake induces sexually dimorphic effects in liver, adipose tissue, and the microbiome; differences concordant with steatosis severity. We show that when steatosis is decoupled from impairments in insulin responsiveness, sex is a moderating factor that influences sucrose-driven lipid storage and the contribution of de novo fatty acid synthesis to the overall hepatic triglyceride pool. Our findings provide physiologic insight into how sex influences the regulation of adipose-liver crosstalk and highlight the importance of extrahepatic metabolism in the pathogenesis of diet-induced steatosis and NAFLD.

## Abstract (web summary)

Dietary sugar intake may contribute to the development non-alcoholic fatty liver disease. Here the authors investigated the effects of chronic dietary sucrose on the liver-adipose-microbiome axis in mice, and report that sex is a moderating factor that influences sucrose-driven lipid storage in the liver and adipose tissue lipolysis.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common form of chronic liver disease, affecting ~25% of Earth’s human population^1^. NAFLD is characterized by the presence of >5% steatosis (simple steatosis), with or without inflammation and/or scarring in the liver (nonalcoholic steatohepatitis; NASH)^2^. Simple steatosis progresses to NASH in 59% of patients^1^, whereas advancing fibrosis in NASH can lead to cirrhosis, hepatocellular carcinoma, and liver failure^2^. Approximately 50% of all NAFLD patients have obesity^1^, and individuals with NAFLD have a higher incidence of type 2 diabetes, cardiovascular disease, and all-cause mortality^1,3,4^. However, not all patients with NAFLD have other metabolic comorbidities (and vice-versa), suggesting that although NAFLD and other metabolic disease states are related, their etiology can be decoupled^5^.

Findings from observational studies and meta analyses indicate that excessive sugar intake or compromised sugar metabolism may be an initiating factor for NAFLD in humans^6–11^. Although dietary sugars have been used extensively to induce cardiometabolic abnormalities in animal models^7,12–19^, the molecular mechanisms underlying sugar-induced hepatic lipid accumulation remain poorly understood in a context that is translational to human dietary practices^20^. Most preclinical studies rely upon use of supraphysiologic concentrations of sucrose, glucose, or fructose to induce steatosis and other metabolic comorbidities^19–22^, often with the confounding addition of excess dietary lipid^16,19,21^. This lack of translatability, in combination with reports that the effects of dietary sugars are dependent on physical form (i.e., liquid versus solid)^17,18^, make it difficult to draw mechanistic conclusions applicable to how sugar intake leads to NAFLD in humans.

Nonetheless, it has been generally accepted that high sucrose consumption (or consumption of the not-meaningfully different high-fructose corn syrup) causes an elevation in de novo fatty acid synthesis (and, subsequently, hepatic triglyceride storage) due to the ability of fructose, one half of the sucrose disaccharide, to proceed directly toward de novo fatty acid synthesis^23,24^. However, tracer studies at physiologic fructose concentrations indicate that only a small percentage (<1%) of ingested fructose is directly converted to lipid (most becomes glucose or lactate)^25,26^. Thus, in addition to fructose-driven fatty acid synthesis in liver, the development of steatosis following high sucrose intake likely involves fatty acids derived from extrahepatic sources^27–29^.

Most circulating non-esterified fatty acids (NEFA) are derived from adipose tissue lipolysis^30^. Adipose tissue mass increases rapidly in response to sucrose intake^13,16,21^, whereas increased adiposity following sucrose feeding in humans^31^ and rats^22^ leads to an increase in the rate of adipose tissue lipolysis ex vivo. Thus, in addition to direct effects on liver, high dietary sucrose intake induces molecular changes in adipose tissue that lead to dysregulated lipolysis and a subsequent increase circulating NEFA which would, in turn, be expected to increase demand for fatty acid uptake and re-esterification in the liver.

Here, we investigated the effects of chronic, physiologically relevant dietary sucrose intake on energy balance and the liver-adipose axis. We hypothesized that chronic sucrose intake would drive hepatic steatosis indirectly, primarily as a result of dysregulated adipose tissue lipolysis and increased re-esterification of extrahepatic-derived fatty acids in the liver. Additionally, because there are a lack of in vivo data to support epidemiological data^32,33^ and in silico modeling^34,35^ suggesting that NAFLD develops through distinct metabolic processes in males and females, we also sought to determine how sex impacts the severity of sucrose-induced steatosis and other metabolic parameters that may be affected by chronic liquid sucrose intake.

## Results

### Sucrose increases adiposity

We *ad libitum* fed male and female mice standard rodent chow (3.1 kCal/g, 17% kCal from fat, 58% from carbohydrate, 25% from protein) with water from weaning until 10 weeks of age, after which mice continued to receive the chow diet with water (control groups) or chow with water containing 10% w/v sucrose (treatment groups) for 12 weeks.

Prior to the treatment period (4–10 weeks of age, Fig. 1a, unshaded area), we observed a main effect of sex on body weight (*p* = 1.59^−10^, upper panel) and lean mass gains (*p* = 4.48^−13^, lower panel), but not fat mass gains (*p* = 0.582, center panel). Treatment designation had no effect on any of the body composition parameters (*p* = 0.441 for body weight, *p* = 0.885 for body fat and *p* = 0.371 for lean mass).

**Fig. 1:**
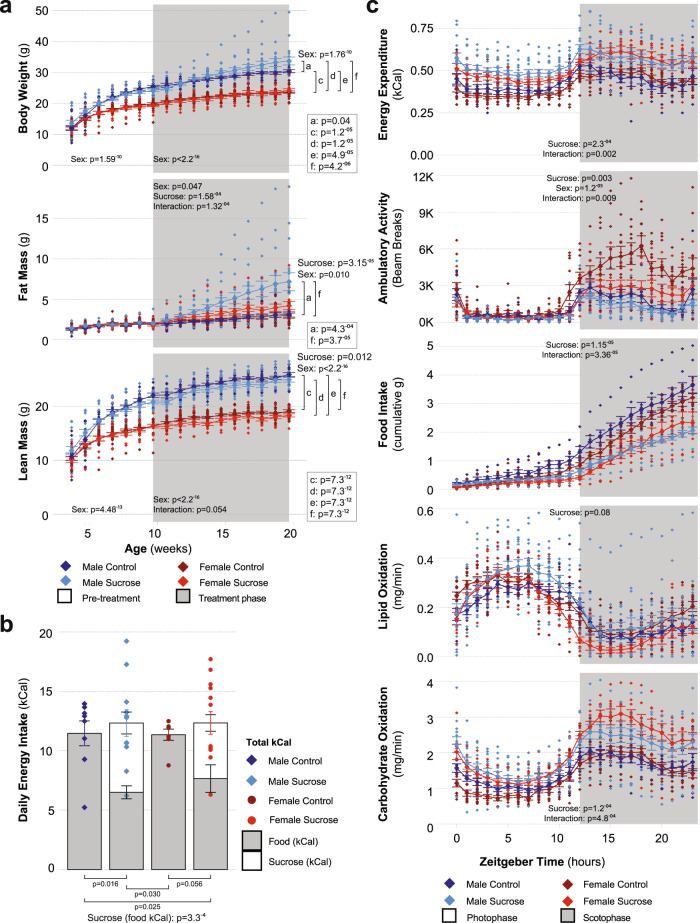
Sucrose intake modulates macronutrient metabolism and storage. **a** Longitudinal effects of sucrose intake on total body mass, fat mass, and lean mass as determined by linear mixed effects models with likelihood ratio tests. 20-week (10 weeks treatment) data were log-transformed and compared by two-way ANOVA with post hoc Tukey’s test (fat and lean mass) or Scheirer–Ray–Hare test and post-hoc Wilcoxon Rank Sum test with continuity correction (body weight; MC: *n* = 15, MS: *n* = 18, FC: *n* = 19, FS: *n* = 13; see figure for *p*-values). **b** Caloric intake from food was reduced in the sucrose groups as determined by Scheirer–Ray–Hare test and post hoc Dunn analysis with Benjamini and Hochberg correction for multiple comparisons (MC: *n* = 8, MS: *n* = 11, FC: *n* = 7, FS: *n* = 13; see figure for *p*-values). **c** 24-h energy expenditure, ambulatory activity, cumulative food intake, lipid oxidation, and carbohydrate oxidation were all also modified by sucrose intake as determined by linear mixed effects models with likelihood ratio tests (MC: *n* = 7, MS: *n* = 14, FC: *n* = 12, FS: *n* = 9; see figure for *p*-values). Data displayed are the group means ± standard error with biologically independent values overlayed. MC = Male Control, MS = Male Sucrose, FC = Female Control, FS = Female Sucrose. Source data are provided in the source data file.

During the treatment period (10 weeks of age onward; Fig. 1a, shaded area), sucrose intake resulted in increased body fat (*p* = 1.58^−4^), whereas no effect of sucrose was observed for total body weight (*p* = 0.114) or lean mass (*p* = 0.897). An effect of sex was observed for weight (*p* < 2.20^−16^), fat (*p* = 0.047), and lean mass (*p* < 2.20^−16^). We also observed a sex:sucrose interaction for body fat (*p* = 1.32^−4^), but not weight (*p* = 0.233) or lean mass (*p* = 0.054). By 20 weeks of age, sucrose intake had an effect on body fat (*p* = 3.15^−5^), with increased body weight in male (10.9%, *p* = 0.037) but not female mice (*p* = 0.544) observed. Increased weight in males following sucrose intake was associated with an increase in body fat (129.7%, *p* = 4.31^−4^). We continued to observe an effect of sex on body weight (*p* = 1.76^−10^), on body fat (*p* = 0.010), and lean mass (*p* < 2.2^−16^) during this time.

To determine the effect of sucrose intake on specific adipose tissue depots, we carefully dissected out and weighed both subcutaneous (iWAT) and visceral (gWAT) depots (Supplementary Fig. 1a). No effect of sex was observed for either inguinal (*p* = 0.731) or gonadal (*p* = 0.084) adipose tissue, although we did detect an effect of sucrose intake (inguinal: *p* = 6.6^−4^, gonadal: *p* = 5.5^−4^). In both males and females, sucrose intake increased the mass of inguinal fat (88.2%, *p* = 0.031, and 55.6%, *p* = 0.049, respectively). Sucrose intake also increased gonadal fat mass in males (84.0%, *p* = 0.009), although in females the increase in gonadal fat mass did not attain statistical significance (49.1%, *p* = 0.085). Together, these results demonstrate that chronic sucrose intake increases adiposity and that the effect of sucrose on adiposity gains is similar in males and females.

### Sucrose intake modifies energy balance

To determine the role of energy intake in determining adiposity gains following chronic sucrose intake, we measured the average daily food and fluid intake of mice individually housed between weeks 10–11 of treatment (Fig. 1b). Sucrose intake led to reduced energy intake from food (Fig. 1b, shaded bars; *p* = 3.3^−4^) with a reduction observed in males (−43.3%; *p* = 0.016). Reduced food intake in females was also observed; however, this did not attain statistical significance (−32.6%; *p* = 0.056). Total energy intake was similar between all four groups regardless of sex or treatment designation (Fig. 1b). Notably, absolute fluid intake was elevated in response to sucrose intake (*p* = 8.5^−5^) but not sex (*p* = 0.273), with increased intake of fluid in both male (194.9%, *p* = 0.005) and female mice (182.9%, *p* = 0.039) if sucrose was present in the drinking water.

To determine the relative contribution of energy expenditure to adiposity gains following liquid sucrose intake, we performed indirect calorimetry and activity monitoring experiments in parallel with measurements of energy intake beginning at 20 weeks of age (10 weeks of sucrose treatment). Sex had no effect on energy expenditure (*p* = 0.343), whereas sucrose intake increased energy expenditure in both sexes (Fig. 1c, upper panel; *p* = 2.3^−4^). A sex:sucrose interaction was also observed (*p* = 0.002), with males appearing to have a greater increase in energy expenditure than females after sucrose intake. Changes in physical activity did not explain the increase in energy expenditure observed following sucrose intake, as ambulatory activity was decreased in both sexes in response to sucrose intake (*p* = 0.003), primarily during the scotophase (shaded area of Fig. 1c, second panel), with a sex:sucrose interaction also observed (*p* = 0.009). To establish whether changes in energy substrate oxidation might be contributing to sucrose-induced increases in adiposity, we calculated the rates of both lipid (fourth panel of Fig. 1c) and carbohydrate oxidation (last panel of Fig. 1c), observing effects of sucrose intake on carbohydrate oxidation (*p* = 1.2^−4^), but not lipid oxidation (*p* = 0.08), with females appearing to have greater magnitude increases in carbohydrate oxidation than males following sucrose intake. To establish the effects of sucrose intake on energy balance in the absence of thermal stress, we repeated these experiments with animals housed at the lower end of their thermoneutral zone (28 °C; Supplementary Fig. 1b). An effect of sex was only observed for ambulatory activity (*p* = 4.0^−4^), whereas sucrose intake continued to suppress both food intake (2.63^−7^) and ambulatory activity (*p* = 0.037), with a sucrose:sex interaction observed for food intake (*p* = 3.12^−7^). Under thermoneutral conditions, neither sex nor sucrose intake influenced energy expenditure (*p* = 0.172 and *p* = 0.858, respectively), lipid oxidation (*p* = 0.833 and *p* = 0.536, respectively), or carbohydrate oxidation (*p* = 0.429 and *p* = 0.438, respectively).

To determine whether impairments in glucose uptake or insulin responsiveness were contributing to sucrose-induced changes in substrate utilization we performed insulin and glucose tolerance tests (Supplementary Fig. 2a–d). While an effect of sex was observed for both tests (*p* = 0.003 for insulin tolerance test, *p* = 7.4^−4^ for glucose tolerance test), sucrose intake had no effect on either parameter. Neither sex nor sucrose intake affected fasting blood glucose concentrations (Supplementary Fig. 2e), whereas there was an effect of sex on fasting serum insulin (Supplementary Fig. 2f; *p* = 1.1^−4^), with 26.5% lower concentrations observed in the female control group compared to the male control group (*p* = 7.4^−4^). Serum corticosterone was similar across all four groups (Supplementary Fig. 2g). Taken together, our findings for energy balance and glucose homeostasis suggest there may be a disconnect between energy intake, energy expenditure, and adiposity gains that occur in the absence of systemic insulin resistance following chronic liquid sucrose intake.

### Sucrose induces hepatic steatosis via sex-specific mechanisms

We first confirmed that chronic liquid sucrose intake at physiologically relevant concentrations resulted in hepatic steatosis by quantifying liver triglyceride content biochemically (Fig. 2a) and visualizing liver histology (Fig. 2b; representative image after staining with hematoxylin and eosin). An effect of sucrose intake (*p* = 7.17^−7^), but not quite sex (*p* = 0.064) was observed for total triglyceride content. Sucrose intake increased liver triglycerides in both males (194.4%, *p* = 0.009) and females (415.2%, *p* = 6.8^−5^) compared to their corresponding control groups, with female mice in the sucrose group having an exacerbated response compared to males (124.8%, *p* = 0.037).

**Fig. 2:**
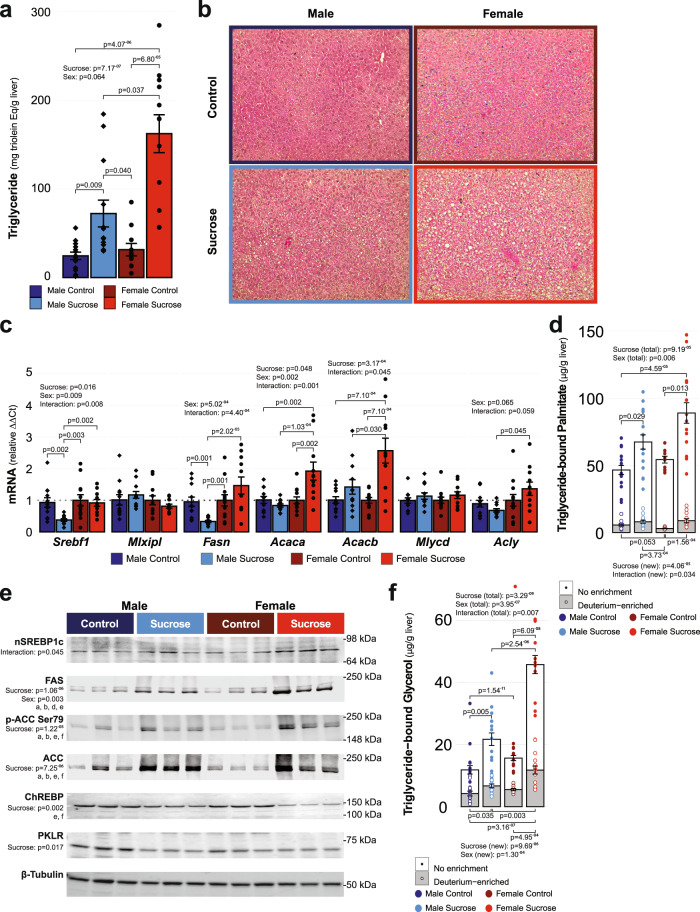
Sucrose intake increases hepatic triglyceride content via sex-specific mechanisms. **a** Sucrose intake increased hepatic triglyceride content in both sexes; however, the magnitude of the sucrose-driven increase was greatest in female mice, as determined by Scheirer–Ray–Hare test and post hoc Dunn analysis with Benjamini and Hochberg correction for multiple comparisons (MC: *n* = 14, MS: *n* = 13, FC: *n* = 11, FS: *n* = 12; see figure for *p*-values). **b** Representative hematoxylin and eosin staining of livers. **c** Transcriptional regulation of fatty acid synthesis also exhibited sex-specific effects of sucrose intake as determined in log-transformed data using two-way ANOVA with post hoc Tukey’s tests (MC: *n* = 12, MS: *n* = 12, FC: *n* = 12, FS: *n* = 11; see figure for *p*-values). **d** Transcriptional data were supported by mass spectrometry data demonstrating that sucrose intake increased the total pool of triglyceride-bound palmitate in both sexes, but only increased newly synthesized palmitate in females, as determined in log-transformed data using two-way ANOVA with post hoc Tukey’s tests (MC: *n* = 14, MS: *n* = 14, FC: *n* = 10, FS: *n* = 13; see figure for *p*-values). **e** Representative western blots demonstrating that the abundance of proteins encoded by the transcripts differentially expressed (as well as ChREBP and its target PKLR) between males and female mice in response to sucrose intake. Statistics were derived following densitometric quantification of bands from samples run on a single gel that were normalized to total protein and then log transformed and compared using two-way ANOVA with post hoc Tukey’s tests (FAS: ^a^*p*= 1.43^−4^, ^b^*p* = 1.55^−4^, ^d^*p* = 0.044, ^e^*p* = 2.80^−6^; pACC: ^a^*p* = 0.001, ^b^*p* = 0.007, ^e^*p* = 2.8^−4^, ^f^*p* = 0.041; ACC: ^a^*p* = 0.001, ^b^*p* = 0.003, ^e^*p* = 2.99^−4^, ^f^*p* = 0.014; ChREBP: ^e^*p* = 0.024, ^f^*p* = 0.010; MC: *n* = 6, MS: *n* = 6, FC: *n* = 6, FS: *n* = 6). **f** Total glycerol and glycerol from glyceroneogenesis were increased in both sexes in response to sucrose intake, with the magnitude of these increases greater in female mice as determined in transformed data using two-way ANOVA with posthoc Tukey tests (MC: *n* = 14, MS: *n* = 14, FC: *n* = 10, FS: *n* = 13). Data displayed are the group means ± standard error with biologically independent values overlayed. MC Male Control, MS Male Sucrose, FC Female Control, FS Female Sucrose. Source data, including uncropped and unprocessed blots, are provided in the source data file.

To identify what might be causing these differences at the transcriptional level, we measured the expression of a selection of transcripts known to regulate de novo fatty acid synthesis (Fig. 2c; Supplementary Data File 1). An effect of sex was observed for several transcripts, including: *Srebf1* (*p* = 0.009), *Fasn* (*p* = 5.02^−4^), and *Acaca* (*p* = 0.002). An effect of sucrose intake was observed for *Srebf1* (*p* = 0.016), *Acaca* (*p* = 0.048) and *Acacb* (*p* = 3.17^−4^), while the effect of sucrose intake did not attain statistical significance for *Fasn* (*p* = 0.066). In response to sucrose intake, males had reduced expression of *Srebf1* and *Fasn* (59.4%, *p* = 0.002 and 65.4%, *p* = 0.001; respectively), whereas females had increased expression of *Acaca* and *Acacb* (92.2%, *p* = 0.002 and 157.1%, *p* = 2.02^−5^; respectively). Sex:sucrose interactions were observed for *Srebf1* (*p* = 0.008), *Fasn* (*p* = 4.4^−4^), *Acaca* (*p* = 0.001) and *Acacb* (*p* = 0.045). *Acly* also showed a tendency toward a sex:sucrose interaction, although this did not attain statistical significance (*p* = 0.059).

Since the transcript data suggested that differences in de novo fatty acid synthesis may be driving some of the sex differences we observed in response to sucrose intake, we used a deuterium enrichment strategy to measure the amount of newly synthesized palmitate in the hepatic triglyceride pool (Fig. 2d). We observed both sex (*p* = 0.006) and sucrose intake effects (*p* = 9.19^−5^) for total triglyceride-bound palmitate (Fig. 2d, open bars/solid points). Both males and females had increased total triglyceride-bound palmitate following sucrose intake compared to their corresponding control groups (44.7%, *p* = 0.029 and 64.9%, *p* = 0.013; respectively). Of the total pool of triglyceride-bound palmitate, the contribution made by newly synthesized palmitate (Fig. 2d, gray inlaid bars/open points) showed an effect of sucrose intake (*p* = 4.06^−5^), and a sucrose:sex interaction effect (*p* = 0.034), with newly synthesized palmitate only increased in female mice after sucrose intake (66.4%, *p* = 1.56^−4^).

Given that de novo fatty acid synthesis can be regulated post-transcriptionally, we also measured the relative abundance of proteins encoded by the transcripts we identified as being differentially expressed between male and female mice following sucrose intake, and ChREBP, which although was not different at the transcriptional level (*Mlxipl*, see above), is known to be regulated at the protein level (Fig. 2e). FAS and the smaller of the two bands corresponding to ChREBP were the only proteins measured that demonstrated an effect of sex (*p* = 0.003 and *p* = 0.036), although the ratio of phosphorylated ACC1/2 (inhibitory phosphorylation) at Ser79 to total ACC also demonstrated an effect of sex (*p* = 0.033), while there was a sex:sucrose interaction for the abundance of nuclear SREBP1-c (*p* = 0.045). An effect of sucrose intake was observed for FAS (*p* = 1.06^−6^), the larger of the two bands corresponding to ChREBP (*p* = 0.002), phospho-ACC1/2 at Ser79 (*p* = 1.22^−5^) and total ACC1/2 (*p* = 7.25^−6^), with FAS, phospho-ACC1/2 at Ser79 and total ACC1/2 being increased in abundance in response to sucrose intake in both male (98.0%, ^a^*p* = 1.43^−4^; 223.0%, ^a^*p* = 0.001 and 178.4%, ^a^*p* = 0.001; respectively) and female mice (129.8%, ^b^*p* = 1.55^−4^; 225.3%, ^b^*p* = 0.007 and 223.1%, ^b^*p* = 0.003; respectively), while ChREBP tended to be decreased in both sexes (male −38.1%, female −30.0%) although these differences did not attain statistical significance (male, *p* = 0.107 and female, *p* = 0.089). Sucrose-induced increases in hepatic FAS protein were also greater in female compared to male mice (57.2%, ^d^*p* = 0.044), whereas although SREBP1-c appeared to be increased in females compared to males after sucrose intake, this was not significant (35.5%, *p* = 0.061). To be sure that ChREBP activity wasn’t influencing fatty acid synthesis and that SREBP1-c was the main driver of fatty acid synthesis in our model, we measured the expression of PKLR. PKLR is a direct target of ChREBP but is not involved in lipid synthesis. In line with our findings for ChREBP, an effect of sucrose intake on PKLR was observed (*p* = 0.017), with decreased expression observed only in male mice following sucrose intake (−28.6%) although this was not statistically significant (*p* = 0.220). Taken together, these data provide mechanistic insight into how chronic sucrose intake results in hepatic steatosis and identifies sex as a moderating factor that can determine the contribution of de novo fatty acid synthesis to the hepatic triglyceride pool. Specifically, we show that female mice have increased rates of de novo fatty acid synthesis which is regulated, at least in part, by Srebf1/SERBP1-c and the transcription factor’s targets, Fasn/FAS and Acaca/Acacb.

Since upregulation of de novo fatty acid synthesis was not the main factor driving the increase in liver triglyceride we observed following chronic liquid sucrose intake, we also determined the relative contribution made by fatty acid re-esterification by measuring glyceroneogenesis via deuterium incorporation into triglyceride-bound glycerol (Fig. 2f). We observed effects of sex (*p* = 3.95^−7^), sucrose intake (*p* = 3.29^−09^) and a sex:sucrose interaction (*p* = 0.007) for the total pool of triglyceride-bound glycerol (Fig. 2f, open bars/solid points). Both male (83.0%, *p* = 0.005) and female (192.1%, *p* = 6.09^−8^) mice receiving sucrose had an increase in the total pool of triglyceride-bound glycerol compared to their respective control groups, whereas female mice receiving sucrose had more glycerol than male mice receiving sucrose (110.7%, *p* = 2.54^−6^). Of the total pool of triglyceride-bound glycerol, the contribution made by newly synthesized glycerol (Fig. 2f, gray inlaid bars/open points) was dependent on both sex (*p* = 1.30^−4^) and sucrose intake (*p* = 9.69^−6^). Similar to our observations for the total glycerol pool, newly synthesized glycerol increased in response to sucrose intake in both males (58.7%, *p* = 0.035) and females (114.0%, *p* = 4.95^−4^), and this effect was greater in female mice receiving sucrose compared to males (75.6%, *p* = 0.003). Together, these findings suggest that hepatic triglyceride accumulation following chronic liquid sucrose intake is primarily driven by the re-esterification of fatty acids derived from extrahepatic sources in male mice, and by both de novo fatty acid synthesis and re-esterification of extrahepatic fatty acids in female mice.

After identifying an effect of sucrose intake for the hepatic expression of the transcript *Scd1* (*p* = 1.25^−08^), and an effect of sex (*p* = 0.031) and a sex:sucrose interaction effect for *Elovl6* (*p* = 0.026; Supplementary Fig. 3a), we leveraged the presence of deuterium labeling to determine the effect of sex and sucrose intake on fatty acid modifications and their contribution to the hepatic triglyceride pool, including the elongation of palmitate into stearate (Supplementary Fig. 3b), and desaturation of stearate into oleate (Supplementary Fig. 3c). Total triglyceride-bound stearate was affected by sex (Supplementary Fig. 3b, open bars/solid points, *p* = 0.001), whereas newly elongated stearate was increased by sucrose intake only (Supplementary Fig. 3b, gray inlaid bars/open points, *p* = 2.53^−6^), with increases observed in both males (37.4%, *p* = 0.023) and females (164.4%, *p* = 8.59^−5^) in response to sucrose intake. Total triglyceride-bound oleate was affected by both sex (Supplementary Fig. 3c, open bars/solid points, *p* = 5.34^−8^) and sucrose intake (*p* = 5.83^−13^), with female mice having more total oleate than male mice in both the control (68.0%, *p* = 0.008) and sucrose groups (119.1%, *p* = 9.38^−5^), and sucrose intake increasing total oleate in both male (204.1%, *p* = 1.11^−7^) and female mice (296.5%, *p* = 2.78^−8^). We observed an effect of sucrose intake on newly desaturated triglyceride-bound oleate (Supplementary Fig. 3c, gray inlaid bars/open points, *p* = 1.46^−8^); relative to the control groups, sucrose intake increased newly desaturated oleate in both male (297.2%, *p* = 0.003) and female mice (1382.9%, *p* = 3.02^−06^). Together, these data suggest both sex and sucrose intake moderate the modification of fatty acids and their incorporation into the hepatic triglyceride pool.

### Sucrose potentiates β-adrenergic receptor-stimulated lipolysis

To determine if increased availability of fatty acids from extrahepatic sources was contributing to the increase in re-esterification and the subsequent steatosis we observed in response to chronic sucrose intake, we measured serum glycerol and NEFA in mice both before (basal) and 15 min after stimulating lipolysis in vivo with the non-specific β-adrenergic receptor (β-AR) agonist isoproterenol (stimulated; Fig. 3a and Supplementary Fig. 3d). For serum glycerol (representative of systemic lipolysis; Fig. 3a), we observed effects of both sex (*p* = 0.006) and sucrose intake (*p* = 0.002) under basal conditions, with female mice having 47.2% greater basal glycerol concentrations than males after sucrose intake (*p* = 0.016) and 66.2% greater glycerol concentrations compared to the female control group (*p* = 0.007). There were also effects of sex (*p* = 9.76^−5^) and treatment (*p* = 2.12^−6^) under β-AR-stimulated conditions, with sucrose intake potentiating the increase in serum glycerol concentrations in both males (35.1%, *p* = 0.0.007) and females (46.2%, *p* = 2.42^−4^), with greater glycerol concentrations being observed in females compared to males following sucrose intake (30.3%, *p* = 0.003). For serum NEFA (representative of both systemic lipolysis and fatty acid clearance/tissue uptake; Supplementary Fig. 3d), there were no effects of sex or treatment under basal conditions; however, under β-AR-stimulated conditions, there was a sex:treatment interaction effect (*p* = 0.029), with sucrose intake resulting in elevated serum NEFA concentrations in female mice when compared to males (12.7%, *p* = 0.031). No effect of sex (*p* = 0.051) or treatment (*p* = 0.394) was found.

**Fig. 3:**
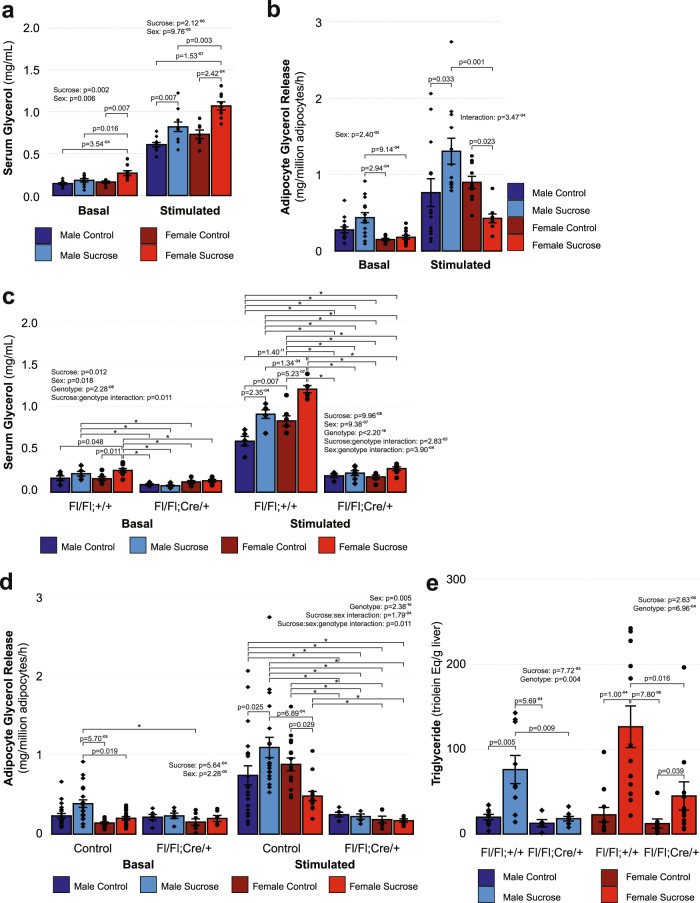
Limiting adipocyte lipolysis protects against sucrose-induced hepatic steatosis. **a** Serum glycerol appearance in response to in vivo β-AR stimulation with isoproterenol was increased in both sexes following chronic liquid sucrose intake as determined by two-way ANOVA with post-hoc Tukey’s test (MC: *n* = 11, MS: *n* = 11, FC: *n* = 7, FS: *n* = 9; see figure for *p*-values). **b** Sucrose intake potentiated stimulation-induced glycerol release from adipocytes from male mice but attenuated stimulated glycerol release in adipocytes from female mice as determined by two-way ANOVA with post hoc Tukey’s test (log-transformed basal values) and Scheirer–Ray–Hare test and post hoc Dunn analysis with Benjamini and Hochberg correction for multiple comparisons (stimulated values; basal/stimulated MC: *n* = 14/13, MS: *n* = 14/12, FC: *n* = 11/10, FS: *n* = 13/9; see figure for *p*-values). **c**, **d** Compared to mice with control genotypes (serum basal/stimulated MC: *n* = 5/5, MS: *n* = 6/6, FC: *n* = 7/7, FS: *n* = 8/8; adipocytes basal/stimulated MC: *n* = 21/20, MS: *n* = 21/19, FC: *n* = 17/16, FS: *n* = 19/14), β-AR stimulation did not potentiate release of glycerol in either serum (**c**) or isolated adipocytes (**d**) from mice with adiponectin-driven knock-out of adipose triglyceride lipase (serum basal/stimulated MC: *n* = 4/4, MS: *n* = 7/7, FC: *n* = 6/6, FS: *n* = 7/7; adipocytes basal/stimulated MC: *n* = 6/6, MS: *n* = 6/5, FC: *n* = 7/6, FS: *n* = 6/6) as determined by multifactorial ANOVA with post hoc Tukey’s test performed on absolute values (serum; *p < 0.05) or log transformed values (adipocytes; *p < 0.05). **e** The blunted adipocyte lipolysis response in knockout mice (**d**) prevented (males) or attenuated (females) sucrose-associated hepatic triglyceride accumulation as determined by multifactorial ANOVA with post hoc Tukey’s test (control/knockout MC: *n* = 10/5, MS: *n* = 9/8, FC: *n* = 11/8, FS: *n* = 12/11). Data displayed are the group means ± standard error with biologically independent values overlayed. MC Male Control, MS Male Sucrose, FC Female Control, FS Female Sucrose. Source data are provided in the source data file.

### Sex moderates the adipocyte lipolysis response to β-AR stimulation

To test whether adipocyte-specific lipolysis was responsible for the potentiated induction of serum glycerol appearance we observed following systemic β-AR stimulation, we isolated mature adipocytes from iWAT and measured the rate of glycerol release under basal or β-AR-stimulated conditions (Fig. 3b). We observed an effect of sex (*p* = 2.40^−5^) under basal conditions, but no effect of sucrose intake (*p* = 0.077). Sucrose intake led to 141.9% greater basal adipocyte glycerol release in male mice than females (*p* = 9.14^−4^) and also tended to be higher in males in the control group compared to control females, however, the latter did not attain statistical significance (84.3%, *p* = 0.058). Under β-AR-stimulated conditions, a sex:sucrose interaction was observed (*p* = 3.47^−4^). Sucrose intake potentiated the effect of β-AR stimulation on lipolysis in adipocytes from male mice (70.9%, *p* = 0.033), whereas it attenuated the increase in lipolysis in adipocytes from female mice (−52.4%, *p* = 0.023). Stimulated lipolysis was also 205.6% greater in males than females after sucrose intake (*p* = 0.001). These findings suggest that in male mice, sucrose intake leads to increased adipocyte lipolysis via adipocyte-autonomous mechanisms whereas sucrose-induced potentiation of β-AR-dependent lipolysis in females may require a non-adipocyte intermediate to facilitate the systemic response.

### Inhibition of adipocyte lipolysis protects against hepatic steatosis

To confirm whether increased adipocyte lipolysis contributes to the development of hepatic steatosis following chronic liquid sucrose intake, we repeated our sucrose drinking paradigm in mice homozygous for a LoxP-modified *Pnpla2* allele^36^ with or without hemizygosity for an adipose tissue-specific Cre recombinase (*Adipoq*)^37^. *Pnpla2* encodes adipose triglyceride lipase (ATGL), the rate-limiting enzyme of lipolysis. Mice missing ATGL from their adipose tissue had a marked impairment in systemic β-AR-stimulated serum glycerol and NEFA appearance (Fig. 3c and Supplementary Fig. 3e), and the β-AR-stimulated induction of lipolysis in isolated adipocytes from iWAT from these mice was almost completely abolished (Fig. 3d), suggesting that adipocyte lipolysis is required for in vivo induction of lipolysis via β-AR stimulation, as well as sucrose-induced potentiation of the lipolysis response to β-AR stimulation. These data also show that adipocyte lipolysis is necessary for sucrose-mediated hepatic steatosis (Fig. 3e). In adipose-specific ATGL knockout mice and their control genotype counterparts we observed significant effects of both genotype and sucrose intake on liver triglyceride content in both male (*p* = 0.004 and *p* = 7.72^−4^, respectively) and female mice (6.96^−4^ and *p* = 2.63^−6^, respectively). These effects were associated with an increase in liver triglyceride content in mice with the control genotype after sucrose intake relative to the non-sucrose group (males: 283.0%, *p* = 0.005; females: 457.6%, *p* = 1.0^−4^). We observed no difference in liver triglyceride content in knockout males after sucrose intake relative to knockout males that did not receive sucrose (*p* = 0.472), whereas males with the control genotype had 319.9% more triglycerides than knockout males after sucrose intake (*p* = 0.009). In contrast to our observations in male mice, female mice with adipose-specific ATGL knockout did demonstrate a difference in liver triglyceride content between the sucrose and non-sucrose groups (263.8%, *p* = 0.039), although this difference was not as robust at the effect of sucrose in female mice with the control genotype (457.6%, *p* = 1.0^−4^). Together with our observation that female mice with the control genotype acquired more liver triglyceride than knockout females after sucrose intake (181.6%, *p* = 0.016), this suggests an intermediate effect of ATGL knockout on liver triglyceride content in female mice. Thus, these data demonstrate that in male mice, adipocyte lipolysis is necessary for the development of hepatic steatosis following chronic liquid sucrose intake, whereas in female mice, impairment of adipocyte lipolysis attenuates but does not completely prevent hepatic triglyceride accumulation. These findings are in line with our earlier observation that in addition to increased NEFA re-esterification following sucrose intake, female mice have increased rates of de novo fatty acid synthesis, which would be expected to contribute to liver triglyceride content independently of NEFA derived from adipocyte lipolysis.

### Sucrose elicits distinct transcriptional responses in adipose tissue

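RNA from the inguinal adipose tissue of 32 mice was sequenced after 12 weeks of control water or of water containing 10% (w/v) sucrose, with 8 mice in each of the male control, male sucrose, female control and female sucrose groups. Treatment began at 10 weeks of age. The sample records give an age of 22 weeks, and the methods describe tissue collection at 24 weeks. The authors deposited the number of reads counted on each of 35275 genes in each mouse, without normalization, and a second set of values that, for 35231 of the genes, are these counts divided by a size factor per mouse. All tests used the counts. Total counts per mouse ranged from 15111282 to 23667519, with a median of 19045240. The median total was 18424731.5 counts in female control, 18693006 in female sucrose, 19335000 in male control and 18474112.5 in male sucrose mice. Genes with enough counts were compared between pairs of mice in a group. Their median squared difference was at least 6.25 times that from the sampling noise of the counts. This does not hold for single genes with few counts. Expression is given in CPM, the count scaled to a common library size after normalization with edgeR's TMM method, with the SD between mice.
The sex of the tissue was checked from Xist, which is transcribed from the inactive X chromosome of females, and from the Y chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y. Xist lay between 442 and 624 CPM in female control mice and between 511 and 739 CPM in female sucrose mice. Of the 8 libraries labelled male control, 2 had Xist at 525 and 551 CPM and held 6 and 4 counts on the Y chromosome genes. The other 6 libraries labelled male control had Xist between 0.413 and 3.52 CPM and between 3423 and 4912 counts on the Y chromosome genes. In male sucrose mice, Xist did not exceed 1.88 CPM. The 2 libraries were kept in the group of their label, and every direction given for male mice rests on the libraries labelled male control.

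**Figure D1:**
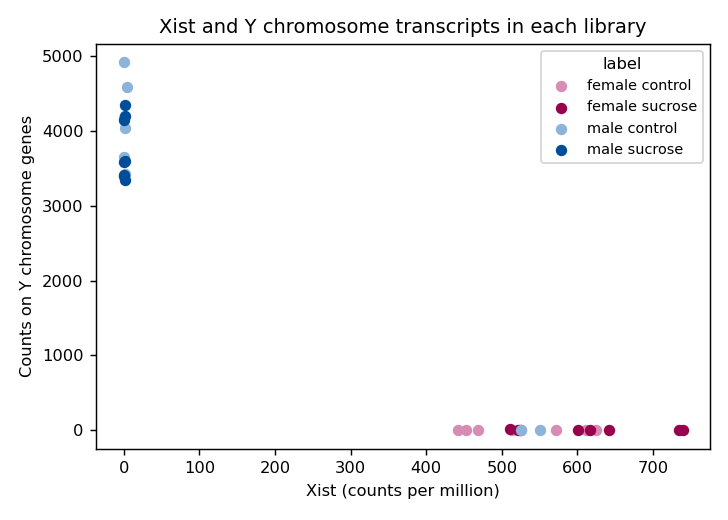
Xist in CPM against the counts on 4 Y chromosome genes, 1 point per library, coloured by the group of its label. The 2 libraries labelled male control with 525 and 551 CPM of Xist lie among the female libraries.

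A further library labelled male control held 1430123 counts on genes of the epididymis (Gpx5, Lcn8, Adam7 and others, listed after their values were seen). Between 168 and 234 counts on the same genes were found in all 8 female sucrose libraries, and between 0 and 21 in the 8 female control libraries. Among the libraries labelled male, 7 of the male sucrose group held a median of 183 and at most 250 counts and 1 held 3, whereas 2 labelled male control held 294 and 455 and 5, among them the 2 Xist libraries, held between 4 and 9. All female sucrose libraries hold more of these reads than any female control library, so in female mice the effect of sucrose cannot be told apart from a difference in the handling of the libraries.

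**Figure D2:**
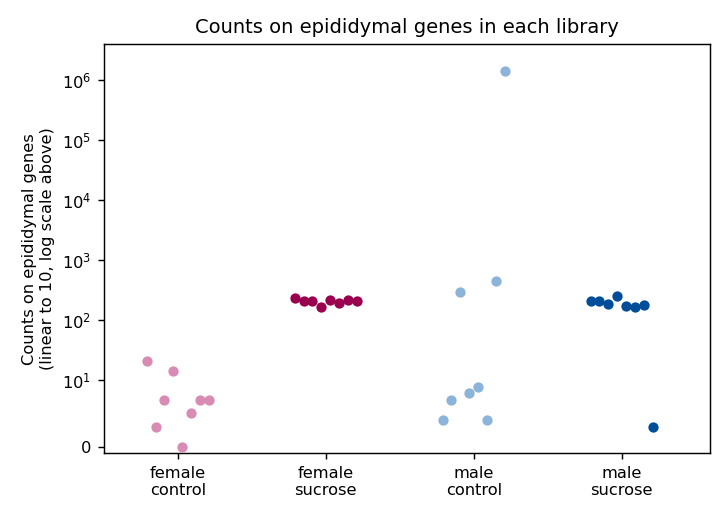
Counts on epididymal genes in each library by group, on an axis that is linear up to 10 and logarithmic above. The 8 female sucrose libraries lie between 168 and 234 counts and the 8 female control libraries between 0 and 21.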

To gain insight into the adipose-specific mechanisms contributing to the divergent lipolysis responses we observed in adipocytes from male and female mice after chronic sucrose intake, we sought to identify how liquid sucrose consumption altered the adipose tissue transcriptome. 

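The effect of sucrose intake was tested within each sex with edgeR's quasi-likelihood test, and p-values were adjusted according to Benjamini and Hochberg over the genes that passed edgeR's expression filter. In female mice, 752 of the 15357 genes tested had higher expression after sucrose intake at an adjusted p-value under 0.05. In male mice, 0 of the 14729 genes tested did. At an unadjusted p-value under 0.05, 607 genes were higher and 823 lower in male sucrose mice, where 736 genes in the 2 directions together would pass by chance. The smallest adjusted p-value in male mice was 0.16. The Wald test of DESeq2 called 1057 genes higher in female and 136 in male mice, and 19 in male mice when the 2 Xist libraries and the epididymal library were left out, a choice made after seeing the data. In a single fit of all 4 groups, 63 genes were higher and 87 lower in female mice, and 188 were higher and 594 lower in male mice. With a Bonferroni correction of the within-sex test, 17 were higher in female mice. Among the 5 female genes with the smallest adjusted p-values, Gpx5, Lcn8, Adam7 and Lcn9 are genes of the epididymis. Gpx5 (ENSMUSG00000004344, chromosome 13 from 21286429 to 21292731) had at most 1 count in any female control mouse and 2.8 ± 0.473 CPM (SD, n = 8) in female sucrose mice. Maff (ENSMUSG00000042622, chromosome 15 from 79347541 to 79359072) was the other of the 5, at 10.8 ± 2.01 CPM (SD, n = 8) in female control mice and 39 ± 12.5 CPM (SD, n = 8) in female sucrose mice. Its log2 fold change was 1.84 (standard error 0.209, adjusted p = 0.000203 from edgeR's test). All 8 female sucrose mice lay above the control median for Maff. Coordinates are those of GRCm38 for the genes examined.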

Compared to their respective control groups, sucrose intake led to upregulation of 1045 gene transcripts in female mice and 128 gene transcripts in male mice (Fig. 4a and Supplementary Data File 2). 

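At an adjusted p-value under 0.05 in both within-sex tests, 0 genes were higher in both sexes. At unadjusted p-values under 0.05 in each sex, 132 of the 14541 genes tested in both were higher in both. Tma7 (ENSMUSG00000091537, chromosome 9 from 109077988 to 109082381) rose from 87 ± 7.72 to 122 ± 12 CPM (SD, n = 8) in female mice, a log2 fold change of 0.49 (standard error 0.0768, adjusted p = 0.00202 from edgeR's test). In male mice, Tma7 was 108 ± 13.8 CPM in libraries labelled male control and 139 ± 11.1 CPM (SD, n = 8) after sucrose intake, a log2 fold change of 0.37 (adjusted p = 0.292). Pla2g7 (chromosome 17 from 43568098 to 43612201) rose by 0.55 on the log2 scale in female mice (standard error 0.143, adjusted p = 0.0232) and by 1.36 in male mice (standard error 0.246, adjusted p = 0.214), and all 8 sucrose mice of each sex lay above their control median. Ctsc and Rab21 passed in female mice, with adjusted p-values of 0.0112 and 0.00699, and had adjusted p-values of 0.296 in male mice. Skap2 had a log2 fold change of 0.23 in female mice (adjusted p = 0.0706) and 0.42 in male mice (adjusted p = 0.296). Tmf1 rose by 0.27 in female mice (adjusted p = 0.0485) and had a log2 fold change of -0.15 in male mice (standard error 0.29, adjusted p = 0.905). The male value for Tmf1 rests on the library with epididymal reads, which held 118 CPM against a median of 31.1 CPM in its group. Without that library and the 2 Xist libraries the log2 fold change was 0.30. With DESeq2's Wald test, adjusted p-values for these 6 genes in male mice lay between 0.000184 and 0.0469.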

Only six transcripts were commonly upregulated by sucrose intake in both sexes; these were: *Tma7*, *Ctsc*, *Rab21, Skap2, Tmf1,* and *Pla2g7* (Fig. 4b). We observed 1261 gene transcripts downregulated in adipose tissue from female mice after sucrose intake, whereas 151 transcripts were downregulated in male adipose tissue. 

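In female mice, 900 genes had lower expression after sucrose intake at an adjusted p-value under 0.05. The 5 genes with the smallest adjusted p-values were Cyp2e1, Prodh, Rhbg, Mup10 and Cbs. Cyp2e1 (ENSMUSG00000025479, chromosome 7 from 140763739 to 140774975) fell from 1290 ± 324 CPM (SD, n = 8) to 203 ± 81.2 CPM (SD, n = 8), a log2 fold change of -2.67 (standard error 0.263, adjusted p = 4.88e-05 from edgeR's test). In male mice, the log2 fold change of Cyp2e1 was -0.35 (adjusted p = 0.893), and the interaction between sex and sucrose had an adjusted p of 0.232. Prodh (chromosome 16 from 18060357 to 18090203) fell by 1.27 on the log2 scale in female mice (standard error 0.127) and by 0.82 in male mice (standard error 0.249, adjusted p = 0.296). Rhbg (chromosome 3 from 88242874 to 88287210) fell by 2.46 in female mice (standard error 0.247). All 8 female sucrose mice lay below the control median for Cyp2e1, Prodh and Rhbg. In male mice, 0 genes were lower at an adjusted p-value under 0.05 and 823 were lower at an unadjusted p-value under 0.05. By the Wald test of DESeq2, 1272 genes were lower in female mice and 153 in male mice. Of these 153 genes, 6 were still called lower when the 3 libraries labelled male control with Xist or epididymal reads were left out.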

Ninety-one transcripts were commonly downregulated in both male and female mice following sucrose intake (Fig. 4b).

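No gene passed both within-sex tests in the same direction. At unadjusted p-values under 0.05, 486 genes were lower in both sexes and 31 changed in opposite directions. Over all 14541 genes, the direction was the same in both sexes for 71%. With DESeq2's Wald test, 92 genes were lower in both sexes. Of these, 54 passed the expression filter of the planned test in male mice. In 72 of the 92, each of the 3 libraries labelled male control with Xist or epididymal reads lay above every other library labelled male. In 67 of the 92, the median of the male sucrose mice was below that of the other 5 libraries labelled male control. DESeq2 called 2 genes lower in both sexes without the 2 Xist libraries, and 4 without the 3 libraries, where fewer control libraries also lower the number of calls that can be made. Sox4 (ENSMUSG00000076431, chromosome 13 from 28948919 to 28953713) fell by 1.58 on the log2 scale in female mice (standard error 0.285, adjusted p = 0.00368 from edgeR's test) and by 1.53 in male mice (standard error 0.341, adjusted p = 0.292). Its expression was 54.5 ± 36.6 CPM in libraries labelled male control and 19 ± 4.35 CPM (SD, n = 8) in male sucrose mice. The male log2 fold change of Sox4 was -0.99 without the 2 Xist libraries and -0.73 without the 3 libraries.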

**Fig. 4:**
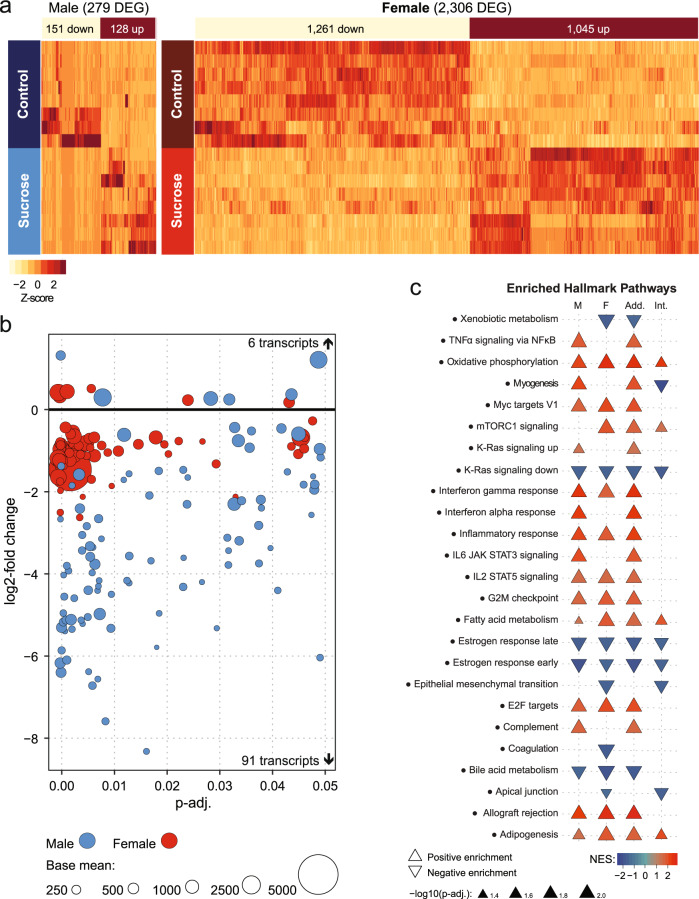
Sucrose intake elicits distinct transcriptional responses in adipose tissue from male and female mice. **a** Heat maps demonstrate a difference in the number of transcripts differentially expressed in inguinal adipose tissue following chronic liquid sucrose intake in each sex, as determined using negative binomial generalized models and Wald tests with Bonferroni correction in DESeq2 (MC: *n* = 8, MS: *n* = 8, FC: *n* = 8, FS: *n* = 8). **b** Bubble plot of the differentially expressed transcripts common to both male and female mice following sucrose intake demonstrating the log2-fold change (vertical spread), adjusted *p*-values (horizontal spread) and normalized count value (bubble size) for each sex as determined in **a**. **c** Top 25 gene sets enriched according to the Hallmark database. NES normalized enrichment score, M male, F female, Add additive effect of sex on the effect of sucrose intake, Int. sex sucrose interaction effect, MC Male Control, MS Male Sucrose, FC Female Control, FS Female Sucrose. Relative transcript expression, including Log2 fold change and adjusted *p*-values are available in Supplementary File 2, Gene Set Enrichment Analyses are available in Supplementary File 4, and raw data are available from the NCBI Gene Expression Omnibus, accession number GSE151358.

To tease out any functional relationships between the differentially expressed genes common to both male and female mice, we performed string network analysis (Supplementary Fig. 4a). 

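Rab21 (ENSMUSG00000020132, chromosome 10 from 115289863 to 115315591) rose from 50.7 ± 4.11 to 66.2 ± 6.94 CPM (SD, n = 8) in female mice, a log2 fold change of 0.38 (standard error 0.077), and all 8 sucrose mice lay above the control median. In male mice its log2 fold change was 0.33 (standard error 0.0928). Rab17 (ENSMUSG00000026304, chromosome 1 from 90958133 to 90969661) fell from 9.07 ± 3.19 to 4.42 ± 1.14 CPM (SD, n = 8) in female mice, with a log2 fold change of -1.04 (standard error 0.215, adjusted p = 0.00775 from edgeR's test). Rab25 (ENSMUSG00000008601, chromosome 3 from 88542029 to 88548300) fell from 14.9 ± 3.17 to 8.21 ± 2.64 CPM (SD, n = 8), with a log2 fold change of -0.87 (standard error 0.187, adjusted p = 0.00976). Neither Rab17 nor Rab25 passed the expression filter in male mice. In the group labelled male control, the median of Rab25 was 0.465 CPM and its highest value was 71.1 CPM, in the library with epididymal reads. Rab17 had a median of 0.0753 CPM there and a highest value of 11.3 CPM, in a library with Xist. In male sucrose mice neither gene exceeded 12 counts.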

The only functional relationship identified for a protein encoded by one of the commonly upregulated transcripts was *Rab21*, which formed an interaction network with other Rab proteins encoded by downregulated transcripts: *Rab17* and *Rab25*. Several larger interaction networks were observed for proteins encoded by the transcripts commonly downregulated. These networks contributed to functional enrichment of pathways involved in tissue morphogenesis, cell proliferation and differentiation, as well as cell-cell adhesion and cell-cell communication (Supplementary Data File 3).

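Of the 88 transcripts the paper lists for the network, 86 were found by name in the deposited counts, and all 86 were among the 98 genes that DESeq2's Wald test called in both sexes. The 92 that were lower in both were compared with gene lists written before the data were examined, against the 17095 genes that both tests could have called. They held 8 of 20 epithelial cell genes (Fisher's exact test, one-sided for more than expected, p = 6.16e-14, adjusted p = 3.7e-13 over 6 lists) and 7 of 14 skin keratinocyte genes (p = 3.45e-13, adjusted p = 1.04e-12). By the same exact test, they held 4 of 20 cell junction genes (p = 3.56e-06, adjusted p = 7.12e-06) and 1 of 10 mammary gland genes (p = 0.0525, adjusted p = 0.0788). Epcam, an epithelial adhesion molecule on chromosome 17 from 87635979 to 87651106, had a median of 144 CPM in female control and 91.6 CPM in female sucrose mice. In the group labelled male control its median was 1.6 CPM, while the 2 Xist libraries held 100 and 114 CPM and the library with epididymal reads held 327 CPM. The highest value in male sucrose mice was 12.1 CPM.

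**Figure D3:**
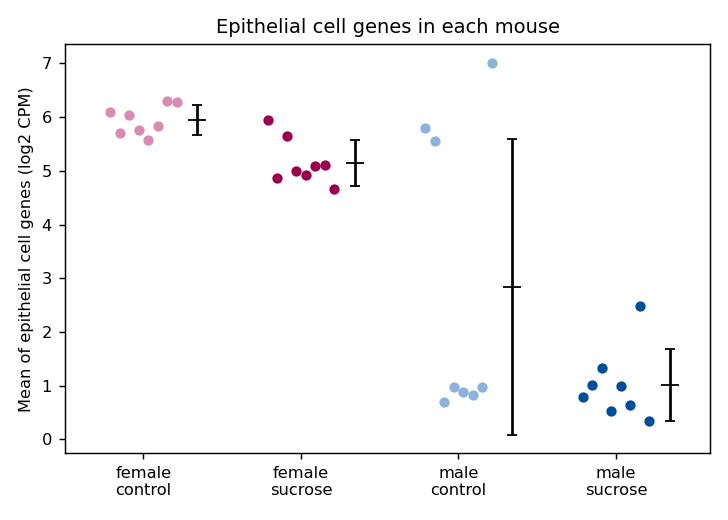
Mean log2 CPM of the epithelial cell genes in each mouse by group, with the group mean and SD in black. In the group labelled male control, the 2 Xist libraries lie at 5.56 and 5.81 and the epididymal library at 7.02, and the other 5 lie between 0.69 and 0.98.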

To identify which pathways and networks were altered by sucrose intake, including which pathways were also influenced by sex, we performed gene-set enrichment analyses comparing all differentially expressed genes we identified with the reference gene sets found in the Molecular Signatures Database (Supplementary Data File 4). We found 2048 pathways enriched in female mice following sucrose intake (1496 positively enriched, 552 negatively enriched), and 1378 pathways enriched in male mice (1168 positively enriched, 210 negatively enriched). 

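The gene sets of the Molecular Signatures Database were not used here, and the mouse Reactome sets distributed with the fgsea package were tested instead. Genes were ranked by the signed square root of the F statistic of edgeR's within-sex test. A set counted as enriched at p under 0.01, adjusted p under 0.25 and a normalized enrichment score (NES) beyond 1.5 in size, the limits given in the methods. Of 695 sets tested in female mice, 209 were positively and 51 negatively enriched. Of 683 sets tested in male mice, 161 were positively and 11 negatively enriched. Ranking by log2 fold change moved the male count most among the alternatives fixed in advance, to 79 positively and 5 negatively enriched sets. In male mice, 96 sets were positively enriched without the 2 Xist libraries and the epididymal library.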

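With sex as an additive term, 200 of 710 Reactome sets were positively and 36 negatively enriched over all 32 mice. At the level of genes, 470 were higher and 938 lower after sucrose intake at an adjusted p-value under 0.05 among 16383 genes tested. Of these 1408 genes, 1238 were tested in both female and male mice. Among the 1238, 811 were also called in female mice alone. All 1238 had the same direction in male mice, which follows in large part from choosing them in a fit that includes the male mice. For the interaction between sex and sucrose, 92 sets were positively enriched, meaning a larger log2 fold change in female than in male mice, and 52 were negatively enriched. No gene had an interaction at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, 618 genes had a positive and 554 a negative interaction, where 819 would pass by chance. The smallest adjusted p was 0.0745, for Slfn4. With a covariate for the libraries that carry epididymal reads, added after seeing the data, 22 sets were positively and 88 negatively enriched for the interaction.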

An additive effect of sex on sucrose intake was observed for 2049 pathways (1650 positively enriched, 399 negatively enriched), whereas a sex:sucrose interaction effect was observed for 591 pathways (131 positively enriched, 460 negatively enriched). 

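Gene families were written out before the data were examined, and each was tested in the same way as the Reactome sets. Oxidative phosphorylation subunits had an NES of 3.42 in female mice (90 genes, adjusted p = 7.67e-10) and 2.78 in male mice (91 genes, adjusted p = 7.33e-10). For mitochondrial ribosomal proteins the NES was 3.2 in female mice (adjusted p = 7.67e-10) and 2.23 in male mice (adjusted p = 6.74e-07). Citric acid cycle enzymes had an NES of 2.52 in female and 2.25 in male mice, and fatty acid oxidation enzymes had 2.01 and 2. In male mice without the 2 Xist libraries, oxidative phosphorylation subunits (NES 2.42), citric acid cycle enzymes (2.11) and fatty acid oxidation enzymes (1.9) stayed enriched. Mitochondrial ribosomal proteins did not (1.45). Leaving out the epididymal library as well changed the NES of oxidative phosphorylation subunits to 1.16 and of mitochondrial ribosomal proteins to -0.559. Citric acid cycle enzymes were then at 1.34 and fatty acid oxidation enzymes at 1.53, and none of the 4 was enriched. With the covariate for epididymal reads added to that fit, only oxidative phosphorylation subunits of the 4 were enriched (1.6). Interferon-stimulated genes had an NES of 2.96 in male mice (adjusted p = 7.33e-10) and 0.562 in female mice (adjusted p = 0.99). Macrophage genes had an NES of 2.42 in male mice (adjusted p = 5.24e-07) and -1.23 in female mice (adjusted p = 0.212). Without the 2 Xist libraries and the epididymal library, both stayed enriched in male mice, interferon-stimulated genes at 2.64 and macrophage genes at 2.29. These scores compare genes and do not take the mice as the unit. By limma's rotation test, which does, 0 of 22 families were called in male mice, both of these included. T and B cell genes of the lymph node had an NES of 1.88 in female mice (adjusted p = 0.00329) and 1.32 in male mice (adjusted p = 0.152).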

Among the positively enriched gene sets, those representing mitochondrial biogenesis, aerobic metabolism, and inflammation and immune responses were most commonly enriched in both sexes. Negatively enriched gene sets found in both sexes included those associated with cell proliferation and cancer, estrogen responsiveness, and bile acid metabolism. 

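Estrogen-responsive genes had an NES of -2.45 in female mice (19 genes, adjusted p = 6.04e-07) and -1.91 in male mice (13 genes, adjusted p = 0.00356). The male value was -1.11, no longer enriched, without the 3 libraries labelled male control that hold Xist or epididymal reads. Bile acid metabolism genes were not enriched, with an NES of 0.934 in female mice (11 genes, adjusted p = 0.591) and 0.922 in male mice (12 genes, adjusted p = 0.61). The Reactome set Bile acid and bile salt metabolism had an NES of -0.947 in female mice (adjusted p = 0.627) and 0.591 in male mice (adjusted p = 1). Proliferation genes, a list of mitotic and replication factors, had an NES of 1.7 in female mice (adjusted p = 0.0169), short of the limit on the unadjusted p-value, and 2.21 in male mice (adjusted p = 2.68e-05). Their male value was 2.15, still enriched, without the 3 libraries. The gene sets for cancer were not analysed here.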

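Striated muscle genes had an NES of 2.91 in male mice (18 genes, adjusted p = 7.33e-10) and -1.72 in female mice (14 genes, adjusted p = 0.0156), short of the limit on the unadjusted p-value. Ckm, the creatine kinase of skeletal muscle on chromosome 7 from 19411094 to 19421583, had a median of 18.8 CPM in male sucrose mice and ranged from 0.0527 to 223 CPM. In libraries labelled male control its median was 3 CPM and it ranged from 0.143 to 25.2 CPM. In female control mice the highest value of Ckm was 805 CPM against a median of 0.418 CPM. When each of the 16 male mice was left out in turn, the NES of the muscle genes stayed between 2.69 and 3.01. It was 2.66 without the 2 Xist libraries and the epididymal library. The rotation test of limma, which takes the mice as the unit, called 0 of 22 families in male mice, the muscle genes among those not called. Amino acid metabolism genes had an NES of -2.15 in female mice (adjusted p = 9.42e-05) and -1.49 in male mice (adjusted p = 0.0755). Collagen chains had an NES of -2 in female mice (adjusted p = 0.000282) and -1.62 in male mice (adjusted p = 0.0165). The interaction did not pass the limits for amino acid metabolism genes (NES -1.62, adjusted p = 0.0324) or for collagen chains (NES 0.983, adjusted p = 0.599). Gene sets for intracellular calcium were not analysed here.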

Additionally, male mice had positive enrichment of gene sets associated with myogenesis, muscle development and intracellular calcium dynamics, whereas female mice had negative enrichment of gene sets associated with amino acid metabolism and collagen biosynthesis. Sucrose intake and sex interacted to positively enrich gene sets associated with adipogenesis and mitochondrial metabolism, and negatively enrich gene sets associated with myogenesis and breast development. 

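For the interaction between sex and sucrose, oxidative phosphorylation subunits had an NES of 1.64 (adjusted p = 0.00244) and mitochondrial ribosomal proteins 1.83 (adjusted p = 0.000514). Without the 2 Xist libraries and the epididymal library, both had an NES of 3.15. Adipocyte genes had an NES of -0.48 (adjusted p = 0.998). Striated muscle genes had an NES of -2.86 (adjusted p = 7.67e-10), and -2.32 without the 3 libraries. Mammary gland genes had an NES of 1.93 (adjusted p = 0.00064). Their sign depended on the libraries labelled male control that carry Xist, since the NES was -1.38 without these 2 and -1.84 without all 3.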

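In both sexes, 115 Reactome sets were positively enriched. All 115 were positively enriched over both sexes with sex as an additive term. For the interaction, 63 of them were enriched as well, counted without regard to direction. There were 7 sets negatively enriched in both sexes, all of which were negatively enriched with sex as an additive term and 0 for the interaction. Cholesterol biosynthesis was the only set enriched in opposite directions, with an NES of 2.12 in female and -1.86 in male mice.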

In almost all cases, female sex had an additive effect on enrichment of gene sets that were enriched in both sexes.

For the subset of gene sets in the Hallmark database (Fig. 4c and Supplementary Data File 4), sucrose intake led to enrichment of 65 distinct gene sets (45 positively enriched, 20 negatively enriched). 

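The 15 lists of leading-edge genes that the paper gives for the Hallmark sets of male mice were tested in the 16 female mice, since lists chosen on the male mice cannot be tested in them. By symbol, 94.9% of their genes were found in the deposited counts. In female mice, 6 of the 15 lists were positively and 3 negatively enriched. When the mice were regrouped at random, 28 of 40 regroupings, the real one included, gave as many enriched lists. The number of enriched lists can therefore not be told apart from chance, and the regroupings did not test single lists. The list for oxidative phosphorylation had an NES of 3.36 and that for estrogen response early -2.97 (both with adjusted p = 3.75e-10). The list for interferon alpha response had an NES of 1 (adjusted p = 0.454) and that for myogenesis 1.32 (adjusted p = 0.13). When genes were ranked by log2 fold change, 14 of the 15 lists were enriched.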

In adipose tissue from male mice, sucrose enriched 16 Hallmark gene sets (13 positively enriched, three negatively enriched), whereas sucrose enriched 19 gene sets in adipose tissue from female mice (12 positively enriched, 7 negatively enriched). An additive effect of sex on sucrose intake was observed for 20 gene sets (16 positive, four negative), whereas ten gene sets showed sex:sucrose interactions (four positive, six negative). 

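Fatty acid synthesis genes had an NES of 2.1 in female mice (adjusted p = 0.00026) and 0.655 in male mice (adjusted p = 0.939), and the interaction did not pass the limits (NES 1.62, adjusted p = 0.0309). Adipocyte genes were not enriched in female mice (NES 0.692, adjusted p = 0.936) or in male mice (NES -0.521, adjusted p = 0.989). Cell junction genes had an NES of -2.29 in female mice (adjusted p = 1.88e-05) and -2.16 in male mice (adjusted p = 0.000194). Epithelial cell genes had an NES of -2.68 in female mice (adjusted p = 7.67e-10) and -2.54 in male mice (adjusted p = 7.7e-10). Without the 2 Xist libraries, the male values were -1.95 for cell junction genes and -2.26 for epithelial cell genes, both still enriched. They became 0.683 and 1.34 when the epididymal library was left out as well. With the covariate for carried-over reads added to that fit, they were 0.603 and -0.458. Skin keratinocyte genes had an NES of -2.03 in female and -2.05 in male mice. Their male value was -1.93, still enriched, without the 2 Xist libraries and the epididymal library.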

Positively enriched pathways include those associated with fatty acid metabolism and adipogenesis, immunoregulation, mitochondrial bioenergetics and the cell cycle, whereas negatively-enriched pathways include those associated with estrogen signaling, bile acid metabolism and cell-junction organization and cell-cell communication.

### Sucrose affects transcriptional regulation of adrenergic receptors

Since we were interested in identifying why male and female mice had divergent lipolysis adaptations in isolated adipocytes following sucrose intake, in addition to GSEA, we identified a subset of transcripts that encode either the enzymes and proteins that facilitate lipolysis (Supplementary Fig. 4b), or the receptors that regulate lipolysis activity either canonically (Supplementary Fig. 4c) or non-canonically (Supplementary Fig. 4d)^38^. 

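Of 16 enzymes and lipid droplet proteins of lipolysis, written out before the data were examined, 3 were higher after sucrose intake in female mice at an adjusted p-value under 0.05, namely Plin5, Cidea and Plin2. The same 3 passed when p-values were adjusted over the 16 genes alone. In male mice 0 of the 16 passed, and 0 had an unadjusted p-value under 0.05. As a family, the 16 genes had an NES of 1.73 in female mice (adjusted p = 0.0139) and 1.83 in male mice (adjusted p = 0.00526), and the male value was -0.725 without the 2 Xist libraries and the epididymal library. Plin2 (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060) rose from 367 ± 87.5 to 865 ± 341 CPM (SD, n = 8) in female mice, a log2 fold change of 1.23 (standard error 0.25, adjusted p = 0.00707 from edgeR's test), with 7 of 8 sucrose mice above the control median. In male mice it was 608 ± 481 CPM in libraries labelled male control and 1260 ± 1050 CPM (SD, n = 8) after sucrose intake, a log2 fold change of 1.06 (standard error 0.584, adjusted p = 0.59). Plin5 (ENSMUSG00000011305, chromosome 17 from 56111601 to 56117596) rose from 28.4 ± 14.9 to 82.6 ± 43.8 CPM (SD, n = 8) in female mice, a log2 fold change of 1.54 (standard error 0.364, adjusted p = 0.015). Its log2 fold change in male mice was 0.86 (standard error 0.646, adjusted p = 0.711). The interaction had an adjusted p of 1 for both genes, so a difference between the sexes was not detectable. Pnpla2, which encodes adipose triglyceride lipase, had log2 fold changes of -0.31 in female mice (adjusted p = 0.464) and 0.10 in male mice (adjusted p = 0.961). Over the 16 genes, log2 fold changes lay between -0.31 and 2.17 in female mice and between -0.24 and 1.40 in male mice.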

Transcripts encoding the enzymes and proteins that facilitate lipolysis were expressed similarly across all groups, although sucrose intake did increase the expression of transcripts encoding lipid droplet proteins known to moderate lipolytic activity (*Plin2* and *Plin5*). 

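Of 14 genes tested among canonical receptors of lipolysis and their effectors, 1 was lower in female mice at an adjusted p-value under 0.05 over all genes and 0 when p-values were adjusted over the list alone. Adrb3, which encodes the β3-adrenergic receptor (ENSMUSG00000031489, chromosome 8 from 27225776 to 27229588), was 766 ± 244 CPM (SD, n = 8) in female control and 462 ± 125 CPM (SD, n = 8) in female sucrose mice. The log2 fold change was -0.73 (standard error 0.22, adjusted p = 0.0425 from edgeR's test), a change of -39.8%. All 8 sucrose mice lay below the control median. With each mouse left out in turn, the log2 fold change stayed between -0.84 and -0.67, and 3 of the 16 fits had an adjusted p-value under 0.05. The decrease was -0.58 on the log2 scale and no longer passed after a correction for GC content, chosen after seeing the data. Adra2a, which encodes the α2A-adrenergic receptor (ENSMUSG00000033717, chromosome 19 from 54045182 to 54048982), was 10.4 ± 5.12 CPM (SD, n = 8) in female control and 4.72 ± 2.89 CPM (SD, n = 8) in female sucrose mice. Its log2 fold change was -1.14 (standard error 0.415, adjusted p = 0.0885), a change of -54.5%. In male mice, the log2 fold changes were -0.24 for Adrb3 (adjusted p = 0.883) and 0.20 for Adra2a (adjusted p = 0.965). The interaction did not pass for Adrb3 (adjusted p = 1) or Adra2a (adjusted p = 0.952). Epididymal reads were more numerous in every female sucrose library than in any female control library, so these decreases cannot be told apart from a difference in handling.

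**Figure D4:**
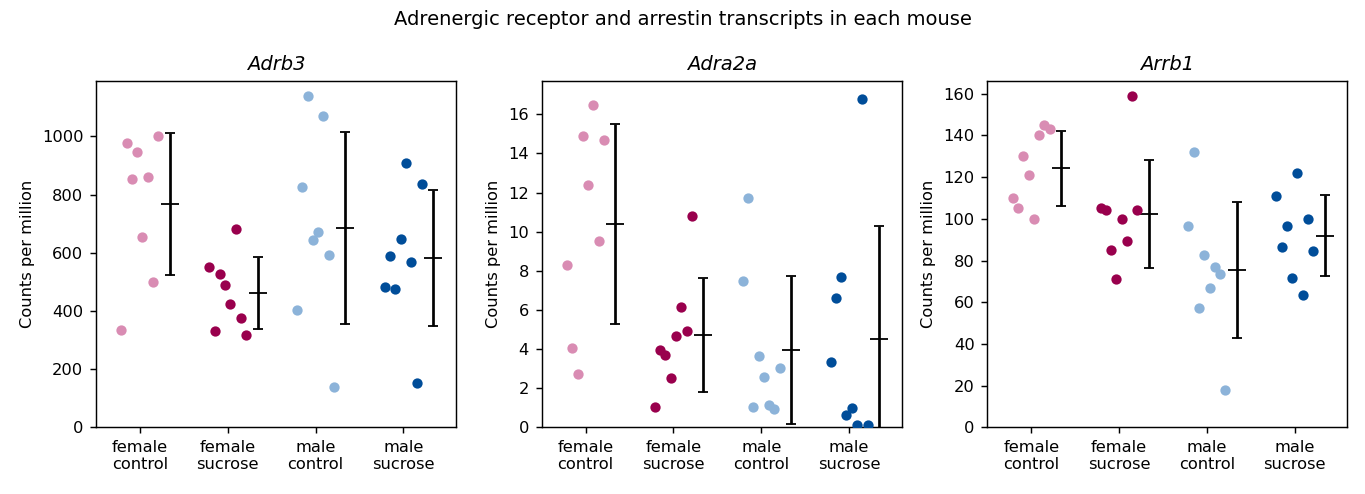
Expression of Adrb3, Adra2a and Arrb1 in CPM in each mouse by group, with the group mean and SD in black. Adrb3 averages 766 CPM in female control and 462 CPM in female sucrose mice.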

Expression of the transcript encoding the most abundant mouse adipose tissue β-AR, *Adrb3*, was reduced in female mice following sucrose intake (−11.7%, padj = 0.013), as was the anti-lipolytic transcript *Adra2a* (−62.2%, padj = 0.041). A sex:sucrose interaction effect was observed for the β-AR desensitizer *Arrb1* (padj = 0.034), with female mice appearing to have reduced expression, although this did not attain statistical significance (−39.9%, padj = 0.202). These findings identify reduced transcriptional regulation of adrenergic signaling as a potential mechanism responsible for the attenuated stimulated lipolysis response we observed in adipocytes from female mice after chronic sucrose intake.

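Arrb1, which encodes β-arrestin 1 (ENSMUSG00000018909, chromosome 7 from 99535466 to 99606771), was 124 ± 17.9 CPM (SD, n = 8) in female control and 102 ± 25.9 CPM (SD, n = 8) in female sucrose mice. The log2 fold change was -0.29 (standard error 0.138, adjusted p = 0.197 from edgeR's test), a change of -17.9%, with 7 of 8 sucrose mice below the control median. In male mice it was 75.5 ± 32.6 CPM in libraries labelled male control and 92 ± 19.5 CPM (SD, n = 8) after sucrose intake, a log2 fold change of 0.28 (standard error 0.27, adjusted p = 0.784). The library with epididymal reads had the lowest value of its group, 17.8 CPM. The interaction had a log2 value of -0.59 (standard error 0.309, adjusted p = 0.748). Across the 40 alternatives set before the data were examined, the adjusted p of the interaction lay between 0.448 and 1. From the lower expression of the adrenergic transcripts in female mice and the interaction for Arrb1, the paper proposes reduced transcriptional regulation of adrenergic signaling as a mechanism for the smaller stimulated lipolysis in their adipocytes.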

### Sex moderates serum bile acid concentrations

Bile acids play a role in nutrient sensing and are emerging as key players in the regulation of both lipid and carbohydrate metabolism^38,39^. Additionally, bile acid signaling thorough Tgr5/*Gbar1* has been suggested as a potential non-canonical regulator of adipose tissue lipolysis^38^. Given that one of the gene sets negatively enriched in our transcriptomic data was bile acid signaling, we sought to characterize whether either sex or sucrose intake influenced the composition of the circulating bile acid pool. Sex was a moderating factor for all bile acids we measured (all *p* ≤ 0.01, Fig. 5a, b). Under control conditions, compared to males, female mice had increased concentrations of all unconjugated (Fig. 5a; cholic acid, CA, 348.5% *p* = 0.002; α-muricholic acid, αMCA, 592.1% *p* = 2.5^−5^; β-muricholic acid, βMCA, 475.1% *p* = 0.002) and conjugated primary bile acids measured (Fig. 5a; combined tauro-α-muricholic acid/tauro-β-muricholic acid, TαMCA/TβMCA, 213.7% *p* = 0.001; tauro-ω-mecholic acid, TωMCA, 225.0% *p* = 0.001; taurocholic acid, TCA, 120.1% *p* = 0.036), two unconjugated secondary bile acids (Fig. 5b; ursodeoxycholic acid, UDCA, detected only in serum from female mice; deoxycholic acid, DCA, 233.3% *p* = 0.03) and two conjugated secondary bile acids (combined tauro-ursodeoxycholic acid/tauro-hyodeoxycholic acid, TUDCA/THDCA, 339.7% *p* = 1.9^−5^). Similar findings were observed following sucrose intake, with female mice maintaining higher concentrations of CA (342.4% *p* = 0.002), αMCA (185.7% *p* = 0.002), TαMCA/TβMCA (205.1% *p* = 0.032), TωMCA (262.9% *p* = 0.002), TCA (137.1% *p* = 0.024), UDCA (not detected in male serum), DCA (160.8% *p* = 0.030), and TUDCA/THDCA (261.3% *p* = 2.3^−4^) compared to male mice that also received sucrose. An effect of sucrose intake was observed for TDCA (*p* = 0.033), whereas a sex:treatment interaction effect was observed for αMCA (*p* = 0.033), the latter reflected as a reduction in αMCA concentrations in female mice after sucrose intake compared to the female control group (−46.9%, *p* = 0.041).

**Fig. 5:**
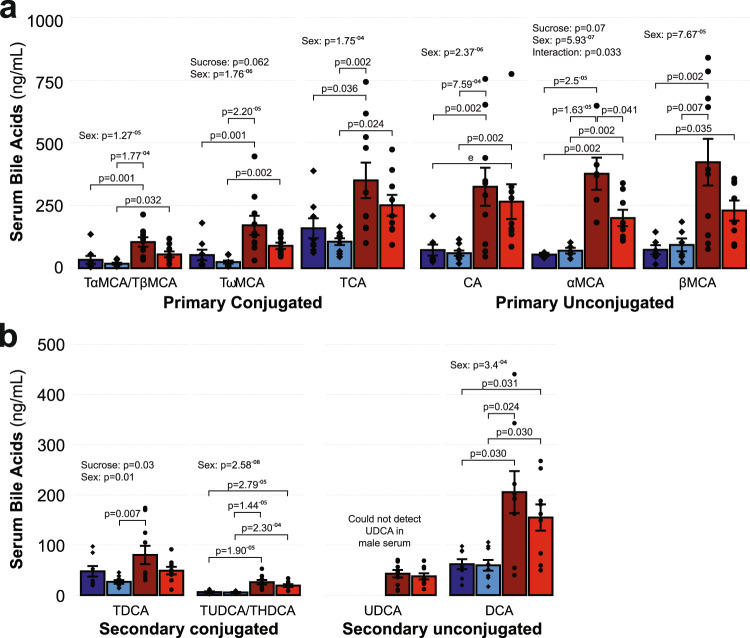
Composition of the circulating bile acid pool is influenced by both sex and sucrose intake. **a** Primary and **b** secondary conjugated and unconjugated bile acids in serum from male and female mice following chronic sucrose intake show sexual dimorphism as determined by two-way ANOVA with post hoc Tukey’s test (or Scheirer–Ray–Hare test and post-hoc Wilcoxon Rank Sum test with continuity correction for DCA, which demonstrated a non-parametric distribution). TαMCA/TβMCA: combined tauro-α-muricholic acid/tauro-β-muricholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 10, FS: *n* = 9), TωMCA: tauro-ω-mecholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 10, FS: *n* = 9), TCA taurocholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 10, FS: *n* = 9), CA cholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 10, FS: *n* = 9), αMCA α-muricholic acid (MC: *n* = 3, MS: *n* = 5, FC: *n* = 6, FS: *n* = 8), βMCA: β-muricholic acid (MC: *n* = 6, MS: *n* = 6, FC: *n* = 10, FS: *n* = 8), TDCA: tauro-deoxycholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 10, FS: *n* = 9), TUDCA/THDCA: combined tauro-ursodeoxycholic acid/tauro-hyodeoxycholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 9, FS: *n* = 9), UDCA: ursodeoxycholic acid (MC: *n* = 1, MS: *n* = 0, FC: *n* = 10, FS: *n* = 9), DCA deoxycholic acid (MC: *n* = 8, MS: *n* = 9, FC: *n* = 9 FS: *n* = 9). Data displayed are the group means ± standard error with biologically independent values overlayed (see figure for *p*-values). Source data are provided in the source data file.

### Sex modulates the effect of chronic sucrose intake on the microbiome

Primary bile acids undergo deconjugation and other modifications as a result of the metabolic activities of gut microbiota^39^. Since sucrose intake had an effect on the composition of the serum bile acid pool in female mice, we next sought to determine whether dysbiosis of the gut microbiome might be associated with some of the sex- and/or treatment-specific differences we observed. At the phylum level, stool samples from female mice contained greater levels of Bacteroidetes than samples from male mice. At the family level, stool from females contained lower levels of unclassified *Rickettsiales* and *Clostridiales* and greater levels of *Lactobacillaceae*. Chronic sucrose intake increased the amount of *Lactobacillaceae* while decreasing *Prevotellaceae* (Fig. 6a). Beta diversity was assessed by Bray–Curtis and is shown as a principal coordinate analysis (PCoA; Fig. 6b), where PCoA 1 explained 28% of diversity and discriminated sucrose vs controls. Dissimilar clustering was observed between groups (PERMANOVA R2 0.33, *p* = 3.4^−4^; Anosim R = 0.512, *p* = 1.0^−4^) while dispersion variability across groups was not significantly different (PERMDISP2 *p* = 0.355). Redundancy analysis (RDA) identified groups as being significantly different (Variance = 117, F = 2.12, *p* = 0.001) (Fig. 6c). Alpha diversity was assessed by Shannon, Simpson’s and Evenness indices (Fig. 6d), where males showed greater diversity than females, and sucrose feeding decreased diversity in females, but not males. At the genus level, female mice that did not receive sucrose displayed increased *Lactobacillus*, but reduced levels of unclassified *Clostridiales* compared to male mice that did not receive sucrose. Sucrose intake increased *Lactobacillus* and unclassified *Clostridiaceae* in females, while decreasing unclassified *Lachnospiraceae*, unclassified *Mycoplasmataceae*, *Prevotella*, *Candidatus Arthromitis* (Segmented filamentous bacteria), and AF12 compared to female mice that did not receive sucrose. (Fig. 6e, f, Supplementary Data File 5). Predictive metagenomics showed multiple changes in metabolic pathways in female mice fed sucrose, while no differences were observed for male mice (Fig. 6g). Specifically, amino acid metabolism was markedly decreased while fructose and mannose metabolism as well as glycolysis and gluconeogenesis KEGG pathways were upregulated in females following chronic sucrose intake. These differences were driven by significant changes in 52 microbial genes after FDR correction, while no significant differences were seen in males (Fig. 6h, i, see also Supplementary Data File 5).

**Fig. 6:**
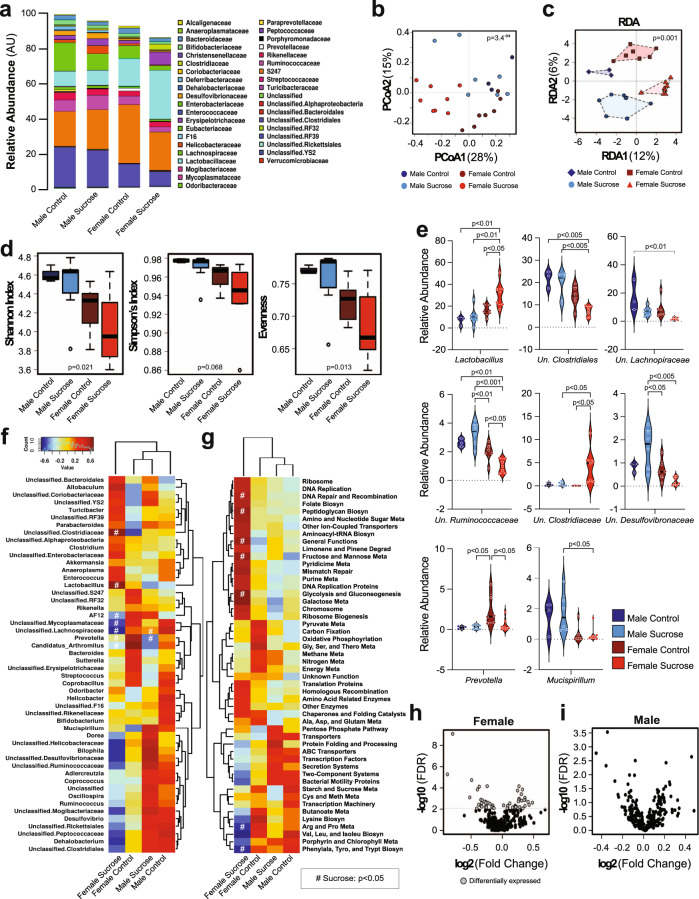
Sucrose intake has sex-specific effects on the microbiome. **a** Microbiome relative abundance at the family level. **b** Beta diversity assessed by Bray–Curtis analysis displayed as principal coordinate analysis (PCoA; PERMANOVA R2 0.33, *p* = 3.4^−4^; Anosim R = 0.512, *p* = 1.0^−4^; PERMDISP2 *p* = 0.355; MC: *n* = 3, MS: *n* = 7, FC: *n* = 7, FS: *n* = 8). **c** Redundancy analysis (RDA) identified significantly dissimilar group clustering of beta diversity (Variance = 117, F = 2.12, *p* = 0.001). **d** Female mice have reduced alpha diversity as determined by Shannon (*p* = 0.021), Simpson’s (*p* = 0.068), and Evenness indices (*p* = 0.013; MC: *n* = 3, MS: *n* = 7, FC: *n* = 7, FS: *n* = 8, boxes extend between the Q1 to Q3 interquartile range with the line representing the median and the whiskers extending between the minima and maxima. Dots represent statistical outliers). **e** Significant changes in the top 8 most abundant genera and unclassified (Un.) family levels as assessed by one-way ANOVA with post hoc Tukey’s tests (MC: *n* = 3, MS: *n* = 7, FC: *n* = 7, FS: *n* = 8; violin plots extend between the minima and maxima with the solid line representing the mean, the dotted lines representing the Q1 to Q3 interquartile range, and the width representing the distribution of data. Each biologically independent value is overlayed). **f** Heatmap of the 50 most abundant genus or unclassified family levels as calculated by spearman’s rank correlation coefficient. Significance was determined using one-way ANOVA assessing the effect of sucrose (^#^p < 0.05 compared to same-sex control group). **g** Heatmap of the 50 most abundant predicted metabolic pathways as determined by PICRUSt and calculated by spearman’s rank correlation coefficient. Significance was determined using one-way ANOVA assessing the effect of sucrose (^#^*p* < 0.05 compared to same-sex control group). **h**, **i** Deseq2 volcano plot of KEGG genes in PICRUSt from female (**h**), and male (**i**) mice following sucrose intake compared to their respective control groups. MC Male Control, MS Male Sucrose, FC Female Control, FS Female Sucrose. Source data are provided in the source data file, Log2 fold change and log10 FDR adjusted p-values are available in Supplementary File 5, and raw data are available from the NCBI BioProject database, accession number PRJNA883667.

## Discussion

Here, we show that chronic intake of liquid sucrose at concentrations relevant to typical human consumption induces sexually dimorphic metabolic effects in liver, adipose tissue, and the microbiome; differences that likely contribute to the severity of sucrose-induced hepatic steatosis and the progression of NAFLD. We provide evidence that in the absence of systemic impairments in insulin responsiveness or glucose tolerance, sex is a moderating factor that interacts with the effects of high dietary sucrose intake to direct lipid storage and determine the contribution of de novo fatty acid synthesis to the hepatic triglyceride pool. These findings provide physiologic insight into how sex influences the regulation of adipose-liver crosstalk in response to dietary sugar intake and highlight the importance of extrahepatic metabolism in the pathogenesis of diet-induced steatosis and NAFLD.

Sucrose is a naturally occurring disaccharide comprised of equimolar amounts of the monosaccharides glucose and fructose. The refined form of sucrose, together with high-fructose corn syrup (which is not meaningfully different from sucrose in its composition), are the most commonly added sugars in the human diet^40,41^. The ability of the fructose monosaccharide to bypass glycolytic regulation and proceed directly toward de novo fatty acid synthesis has long been speculated as the mechanism responsible for initiating NAFLD in response to the intake of dietary sugars^24^. Indeed, there are many reports in both preclinical^15,42,43^, and human populations^29,44,45^ that support the assertion that fructose ingestion contributes to steatosis. However, fructose is rarely consumed in isolation, nor are added sugars consumed at the exaggerated concentrations frequently used to induce steatosis in animal models^26^, and there is evidence in humans that suggests only those with existing metabolic disease are subject to fructose-induced gains in hepatic triglyceride when consumed in energy balance^44,46–48^. This lack of translatability, along with the long-supported notion that hepatic metabolism is tightly coupled to both endocrine signaling and systemic cues from metabolic intermediates generated endogenously by other tissues^49^, makes it difficult to draw mechanistic conclusions about the initiating pathophysiology of NAFLD resulting from the intake of dietary sugars.

In the current study, we have used a model of chronic sugar intake where chow-fed mice received sucrose in their drinking water at a concentration representative of many sugar sweetened beverages made for human consumption^50^. This ‘dose’ of sucrose was effective at increasing adiposity and inducing hepatic steatosis without causing systemic disruptions to insulin responsiveness or glucose tolerance. Notably, in contrast to previous studies^51–53^, we observed that hepatic triglyceride accumulation following physiologically plausible sucrose intake was primarily driven by the re-esterification of fatty acids derived from adipocyte lipolysis in male mice, and by a combination of re-esterification and hepatic de novo fatty acid synthesis in female mice. Furthermore, we showed that ATGL-driven adipocyte lipolysis was required for sucrose-associated steatosis, although inhibition of lipolysis was only partially protective against steatosis in female mice. Together with our observation that males had a higher capacity to store lipid in their adipose tissue than females, these findings suggest that steatosis in the setting of high sugar intake may begin as a secondary consequence of dysregulated adipose tissue lipolysis and a reduced ability to store lipid in adipocytes, rather than a primary defect in hepatic metabolism per se. If this assertion is correct, it may help to explain why the most effective treatments for NAFLD to date have involved the reduction of adiposity, either via diet and exercise^54^ or following surgical weight loss^55^.

The preservation of systemic insulin responsiveness (and glucose tolerance) in our model demonstrate a clear decoupling of the mechanisms responsible for steatosis and those responsible for impairments in insulin sensitivity following chronic sucrose intake and, in the case of female mice, overt obesity. In humans, sugar sweetened beverage consumption is strongly associated with NAFLD^6–11^ but not always with obesity^56^. Additionally, NAFLD does not always present in parallel with obesity or insulin resistance in humans^5^ or in animal models^57–59^ suggesting that the etiology of NAFLD likely deviates from that of other metabolic comorbidities. Our findings suggest that in the case of NAFLD resulting from high dietary sucrose intake, steatosis development is unlikely to be intrinsically linked with mechanisms responsible for systemic insulin resistance. However, it is worth acknowledging that in the current study, mice receiving sucrose rapidly reduced their solid food intake, presumably as a way of regulating their total caloric intake. In one respect, the lack of difference in energy intake between mice receiving sucrose and those in the control groups strengthens some of our observations because it prevented the confounding effect of excess energy intake. On the other hand, the macronutrient intake of the mice receiving sucrose was altered beyond the addition of sucrose. Based on the macronutrient breakdown provided by the manufacturer of the chow diet, male and female mice receiving sucrose consumed less protein (14.2% and 16.9%, respectively, compared to 25%) and less fat (9.6% and 11.5%, respectively, compared to 17%), and these differences may have contributed to some of the characteristics we observed in mice following chronic sucrose intake—including the preservation of insulin sensitivity. For example, lower intake of protein and the subsequent reduction in branched chain amino acid availability may have contributed to the maintenance of systemic insulin sensitivity and glucose tolerance in mice receiving sucrose^57–61^.

Our observation that male and female mice had mechanistically different responses to sucrose intake was not surprising. In silico modeling suggests NAFLD develops through distinct metabolic processes in males and females^35^, whereas epidemiological data strongly support an increased prevalence of NAFLD in men^32,33^, yet worsened NAFLD severity in women^32^. Indeed, our observation that the severity of sucrose-induced steatosis was greatest in female mice is in line with previous studies that report worsened steatosis in female rats following high fructose^62^, or high fat, high fructose diets^63^. Together with the observation that women increase de novo fatty acid synthesis in response to acute fructose ingestion whereas men do not^64^, our findings add physiologic insight as to why females develop more severe steatosis than males in response to high dietary sugar intake.

In addition to highlighting the importance of metabolic crosstalk between liver and adipose tissue in the development of NAFLD, our study has identified several distinct transcriptional regulatory pathways that are induced in adipose tissue by chronic liquid sucrose intake. Many of the pathways we identified were enriched in both male and female mice, whereas many gene sets also demonstrated an additive effect of sex. For example, we observed marked positive enrichment of gene sets associated with mitochondrial biogenesis and oxidative phosphorylation, an effect that was augmented in adipose tissue from female mice. Interestingly, two of the negatively enriched gene sets we observed included genes associated with estrogen responsiveness and bile acid signaling, two pathways with well-established links to lipid metabolism. In the present study we were able to link some of the sexual dimorphism we observed back to differences in bile acid availability, likely due to differences in the microbiome. 

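Esr1 (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614) was 70.7 ± 17.4 CPM (SD, n = 8) in female control and 50.7 ± 8.34 CPM (SD, n = 8) in female sucrose mice. The log2 fold change was -0.48 (standard error 0.148, adjusted p = 0.0462 from edgeR's test), and all 8 sucrose mice lay below the control median. After a correction for GC content, chosen after seeing the data, the log2 fold change was -0.55 and no longer passed the threshold. In male mice it was 52.3 ± 17.9 CPM in libraries labelled male control and 41.6 ± 19.4 CPM (SD, n = 8) after sucrose intake, a log2 fold change of -0.34 (standard error 0.282, adjusted p = 0.75). The difference between the sexes was not detectable, with an interaction of -0.17 on the log2 scale (standard error 0.337, adjusted p = 1).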

And although we saw down-regulation of estrogen signaling in adipose tissue, reductions in the transcript encoding Estrogen Receptor α (ERα; *Esr1*) were only observed in adipose tissue from female mice (Supplementary Fig. 4e). Although further investigation of how sucrose intake lowers estrogen signaling is beyond the scope of the current work, we can speculate as to how loss of estrogen signaling contributes to the divergent phenotypes we observed. Estradiol interacting with ERα is a negative regulator of adipocyte hypertrophy^65,66^. Thus, it is plausible that estrogen signaling becomes downregulated in adipose tissue as a means to increase adipocyte lipid storage in response to sucrose intake. In liver, estradiol has been shown to recruit ERα to the lipogenic genes *Fasn* and *Acaca*, resulting in their transcriptional inhibition^67^. Should this function translate across tissues, it is possible that lower endogenous concentrations of circulating estradiol in combination with attenuated basal expression of adipose tissue *Esr1* would assist male mice to rapidly increase their adiposity in response to sucrose intake, whereas the need to attenuate a higher basal *Esr1* expression would likely contribute to the milder adiposity gains we observe in female mice. Additionally, abrogation of circulating estradiol via ovariectomy^66,68^, or selective loss of ERα^67,69^ in liver each result in steatosis, with the latter showing sexual dimorphism in the steatosis response^69^. Reductions in estrogen signaling in response to sucrose intake would be expected to increase hepatic de novo fatty acid synthesis via upregulation of *Fasn* and *Acaca*^67^. In support of this notion, liquid fructose ingestion (13% w/v) has been shown to cause a reduction in hepatic ERα protein expression concomitant with increases in *Fasn, Acaca*, and steatosis^70^, whereas de novo fatty acid synthesis induced by sucrose, fructose or glucose has been shown to reduce the hepatocyte-produced sex hormone binding globulin (SHBG)^71^, which is thought to interact with ERα to regulate the transport of estrogens (and testosterone) into tissues in humans^72^. In the current study, hepatic expression of *Esr1* was reduced in female mice following sucrose intake yet remained unaffected in males (Supplementary Fig. 4f). Future studies will determine the mechanisms responsible for the reductions in hepatic and adipose *Esr1*/ERα we observe in females following chronic sucrose intake^70–72^.

In conclusion, we have shown that sex is a moderating factor in the regulation of lipid metabolism in both adipose tissue and liver. We demonstrate that mice consuming liquid sucrose at concentrations relevant to human consumption develop steatosis primarily as a result of dysregulated adipose tissue lipolysis and that the increased severity at which female mice develop steatosis is driven by upregulation of de novo fatty acid synthesis in addition to enhanced re-esterification (Fig. 7). We speculate that the sexually dimorphic metabolic responses in adipose tissue and liver are likely due to impaired estrogen signaling either directly, through ERα, and/or indirectly, via a circulating intermediate acting on ERα. Future studies will investigate the mechanisms by which chronic sugar intake attenuates estrogen signaling and its role in liver-adipose crosstalk. In addition, our findings highlight the importance of preclinical studies that include both sexes in the experimental design, and the need for increased translatability in relation to preclinical research that involves the study of macronutrient metabolism. Lastly, when considering treatment strategies for reversing NAFLD, greater emphasis should be placed on extrahepatic lipid metabolism and the influence of sex and sex hormone signaling.

**Fig. 7:**
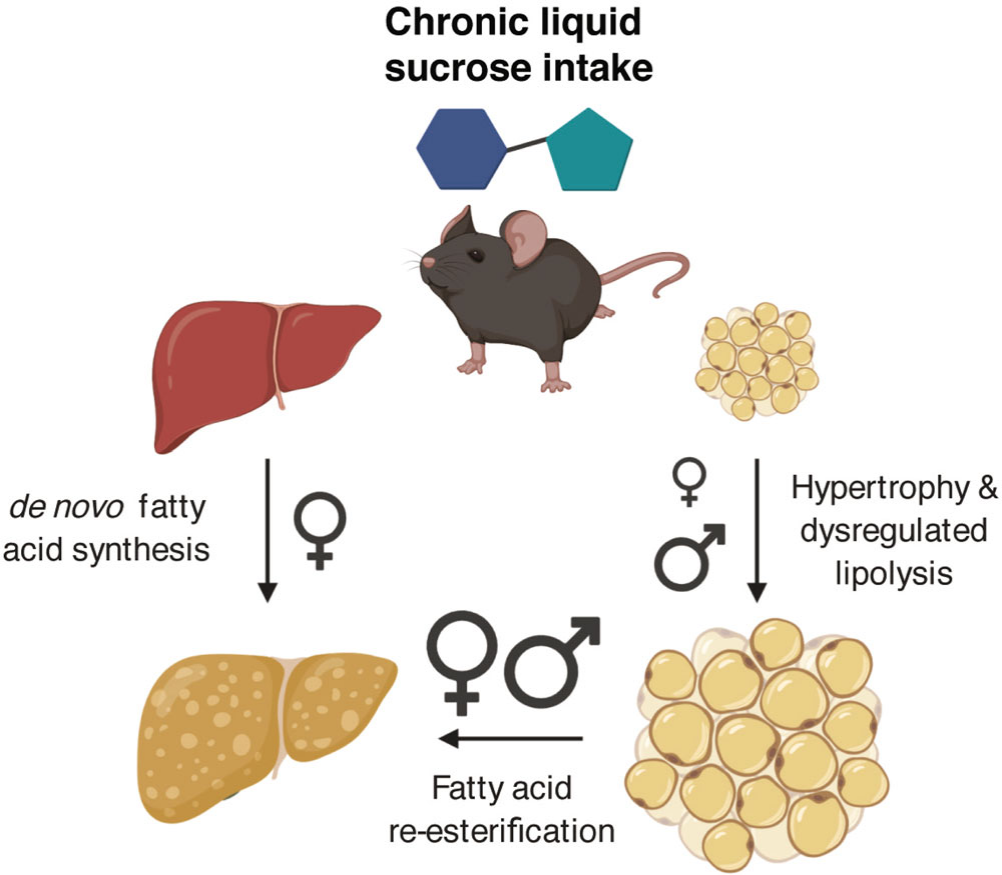
Summary of main findings. Chronic liquid sucrose intake at physiologically relevant concentrations has sexually dimorphic effects on liver and adipose tissue, differences that likely contribute to the severity of the resultant steatosis. In this study, we observed that male mice were able to convert excess dietary sucrose into fatty acids that were readily stored as triglyceride in the adipose tissue, whereas female mice were unable to expand their adipose tissue as effectively as males, leading to additional manufacturing (and storage) of new fatty acids in the liver. Our results suggest that liquid sucrose intake induces steatosis mainly via ‘spillover’ of fatty acids from dysregulated adipocyte lipolysis in both sexes, with additional contributions from de novo fatty acid synthesis occurring in females. Future studies will identify the mechanisms responsible for these divergent responses and allow us to better target therapeutic strategies for the treatment of NAFLD. Image created with BioRender.com.

## Methods

### Generation of mice and experimental design

Female mice homozygous for a LoxP-modified *Pnpla2* allele (B6N.129S-*Pnpla2*^tm1Eek/J^, stock number 024278^36^; *Pnpla2*^Fl/Fl^) and male mice hemizygous for an adipose tissue-specific Cre recombinase, under control of the adiponectin promotor (B6FVB-Tg^(*Adipoq*-cre)1Evdr/J^, stock number 028020^37^; Cre/^+^) mice were purchased from The Jackson Laboratory and crossed to generate breeding stock that were heterozygous for the targeted mutation of *Pnpla2*, with or without hemizygosity for the *Adipoq*-cre transgene (Fl/+;Cre/+ or Fl/+;+/+). The originating mice in the floxed strain were congenic to a C57BL/6NJ background, whereas the mice in the Cre strain were congenic to a C57BL6/J background. To generate experimental mice with or without adipose-specific deletion of exons 2-7 of *Pnpla2*, Fl/+;Cre/^+^ mice were mated with Fl/+;+/+ mice. Four of the resulting six genotypes were utilized in this study; the wild-type mice, with no genetic alterations (+/+;+/+), mice with adipose-specific deletion of *Pnpla2*, (Fl/Fl;Cre/^+^), and two additional control groups (Fl/Fl;+/+ and + /+;Cre/^+^). All mice were of a single generation and were genotyped at 14 days of age by PCR of tail DNA. Following genotyping, mice were randomly assigned to receive either water (control groups) or sucrose (10% w/v, prepared in distilled water) in their drinking water once they reached experimental age. Both male and female mice were weaned onto standard rodent chow (Envigo 7912) and water at 21–24 days of age, with their assigned experimental treatment beginning at 10 weeks of age. Mice were housed in ventilated cages with corn cob bedding in a humidity and temperature-controlled environment at ~22 °C with free access to food and water (or water containing 10% w/v sucrose). This concentration of sucrose was chosen because it closely approximates the concentration of sugar found across many readily available sugar-sweetened beverages made for human consumption^50^. The bulk of experiments were performed on mice of the + /+;+/+ genotype. In instances where Fl/Fl;Cre/^+^ mice were studied alongside all three control groups, the control group data (when not different between groups) were combined into a single group and labeled Control. Due to increased fluid intake of mice receiving sucrose, all cages were changed twice weekly. For all experiments, both male and female mice were studied. All procedures were performed in accordance with the National Institute of Health Guidelines for the Care and Use of Experimental animals and were pre-approved by the University of Tennessee Health Science Center Institutional Animal Care and Use Committee (protocol #3180).

### Longitudinal body composition monitoring

Mice were weighed and body composition was non-invasively measured using an EchoMRI 1100 (EchoMRI), beginning at 4 weeks of age, and was measured every week thereafter for the duration of the study.

### Indirect calorimetry, physical activity monitoring and measurement of food and water intake

At 20 weeks of age, mice were individually housed in a home cage-style Comprehensive Laboratory Animal Monitoring System (CLAMS, Columbus Instruments), for two weeks (one week at 25 °C, 1 week at 28 °C). Following a 24 h acclimation period, VO_2_ and VCO_2_ were measured via open-circuit indirect calorimetry using Oxymax software (v5.24 Columbus Instruments). Energy expenditure was calculated using the Lusk equation^73^. Total activity was calculated as the combined number of infrared beam breaks along the X- and Y-axes, whereas ambulatory activity was calculated as the combined number of consecutive X- and Y-axes beam breaks occurring in a single series. Food intake from suspended feeder baskets was determined via a linked load cell. Water/sucrose intake was measured manually, by regular weighing of the water bottles. Rates of fat and carbohydrate oxidation were calculated from indirect calorimetry data as previously described, assuming negligible protein oxidation^74^. Both body fat and lean mass were included as covariates in the models used to analyze data obtained from the CLAMS experiments.

### Glucose and insulin tolerance tests

Glucose and insulin tolerance were assessed at 24 weeks of age, with at least 4 days between tests. Mice were fasted for 6 h starting at the beginning of the photophase. Fasting glucose was measured via tail cut using a hand-held glucometer (OneTouch Ultra2, LifeScan IP Holdings) with GenUltimate test strips (PharmaTech Solutions, Inc.). Mice received an intraperitoneal injection of either D-glucose (2 g/kg lean mass) or insulin (1.0 U/kg lean mass; Humulin R-500, Lilly) in PBS (for glucose and insulin tolerance tests, respectively), and the change in blood glucose concentration was monitored every 15 min for 2 h.

### In vivo induction of lipolysis

At 22 weeks of age, mice were anesthetized with isofluorane and a blood sample was drawn via heparinized capillary from the retroorbital sinus. After a short recovery period, mice were injected intraperitoneally with 10 mg/kg isoproterenol (prepared in saline; I6504, Sigma Aldrich). A second blood sample was collected from anesthetized mice 15 min post-injection. Blood was allowed to clot over ice before being centrifuged at 500 g for 20 min at 4 °C. Glycerol and NEFA concentrations in serum were determined colorimetrically, using commercially available reagents (F6428, Sigma Aldrich; NEFA-HR(2), Wako Life Sciences, Inc.).

### Tissue collection

At 24 weeks of age mice were given a single intraperitoneal bolus of deuterium oxide (151882, Sigma Aldrich) containing 0.9% NaCl, at a final enrichment of 4.5 ± 0.54% of total body water immediately prior to the light phase (ZT-0.5). All water sources, including sucrose drinking water, were removed from the cages at the time of injection. Seven hours later, mice were anesthetized with isofluorane and blood was drawn from the retroorbital sinus and allowed to clot over ice. An unclotted aliquot was snap frozen in liquid N_2_ for later determination of deuterium body water enrichment. Mice were then euthanized by cervical dislocation and tissues harvested. The left lateral lobe of the liver, right gonadal adipose depot (gWAT) and right dorsolumbar-inguinal adipose depot (iWAT) were immediately freeze-clamped between stainless steel paddles pre-cooled in liquid N_2_ and stored at −80 °C for later analyses. The left iWAT depot was dissected out whole, quickly weighed, and placed into Krebs-Ringer-Bicarbonate-HEPES buffer (KRBH) for subsequent collagenase digestion and isolation of primary adipocytes. A portion of the median lobe of the liver was fixed in 10% neutral buffered formalin for 24 h before being dehydrated in ethanol and imbedded for histology.

### Preparation of adipocytes and ex vivo lipolysis

Primary adipocytes were isolated from iWAT. Briefly, adipose tissue was allowed to recover in KRBH buffer containing 2.5% BSA for 20 min before being chopped into tiny pieces and incubated in KRBH buffer containing 0.5% BSA and 1% collagenase (type II; 17101015, Gibco) for 1 h in a 37 °C shaking water bath. Primary adipocytes were separated from the stromal vascular fraction via a series of low centrifugation wash steps using KRBH containing 2.5% BSA. Aliquots of packed adipocytes were incubated in KRBH buffer with or without [100 μM] isoproterenol for 1 h at 37 °C. Buffer infranatants were collected, heat inactivated for 10 min at 85 °C, and analyzed for glycerol content using a commercially available kit (F6428, Sigma Aldrich). Adipocyte number was determined using a hemocytometer and cell counts were used to normalize rates of lipolysis to the number of cells present in the incubation medium.

### Tissue metabolite determination

Blood glucose concentrations were measured in whole-blood using a hand-held glucometer (OneTouch Ultra2, LifeScan IP Holdings) with GenUltimate test strips (PharmaTech Solutions, Inc.). Serum was separated from blood via centrifugation at 500 g for 20 min at 4 °C. Serum insulin and corticosterone concentrations were measured using ELISA’s (90080 and 80556, Crystal Chemical). Liver triglycerides were extracted via chloroform-methanol (2:1) extraction, evaporated overnight, re-suspended in butanol-methanol-Triton-X114 and measured colorimetrically (TR0100, Sigma Aldrich).

### De novo fatty acid and triglyceride synthesis

Deuterium oxide rapidly mixes with body water, allowing H^2^ to be incorporated into biosynthetic pathways that use H_2_O. Newly synthesized products can be quantified by measuring the H^2^ label present in the total pool of the product of interest. In this study, mice were provided a single bolus of 0.9% saline prepared with deuterium oxide 7 h before tissue collection and all other water sources were removed so as not to dilute the label. This short labeling period (hours rather than days) was chosen in order to minimize the contribution of recycled label (from product metabolism) into triglyceride-bound palmitate (which reflects the contribution of de novo fatty acid synthesis to the total triglyceride pool) and glycerol (which reflects the rate of triglyceride esterification)^75–77^.

Total triglycerides were isolated from liver samples via chemical hydrolysis and extraction^76^. Samples were dried down, derivatized, and converted to their trimethylsilyl derivatives for the measurement of glycerol and fatty acids (palmitate, oleate, and stearate) after the addition of internal standards^77^. Isotope enrichments were determined by gas chromatography (GC)–mass spectrometry (MS) using chemical ionization. Deuterium labeling of body water was determined in whole-blood samples by acetone exchange^77^. All MS analyses were carried out on an Agilent 5977B MSD (CI or EI mode) coupled to a 7890B GC. The contribution of newly synthesized glycerol and fatty acids to the total triglyceride pool was calculated as previously described^75–77^.

### Serum bile acid determination

Serum was prepared and bile acids were separated and quantified by LC-MS as previously described in ref. 78. Briefly, serum samples were combined with methanol, vortexed, and incubated for 20 min at room temperature before being centrifuged. The supernatant was transferred to new tubes and evaporated under N_2_ before being resuspended in H_2_O (pH 3.0), purified on C18 SPE columns, and eluted in methanol. Samples and standards were injected into an Agilent 6460 Triple Quad LCMS/MS with 1290 UHPLC. Bile acids were separated on a Zorbax eclipse XDB C18 column (Agilent Technologies) using a mixture of15 mmol/L ammonium acetate (pH 5.3) and methanol (65:35 vol/vol).

### qPCR and trancriptomics

RNA was extracted from liver and iWAT using TRI Reagent (AM9738, Ambion) and column purified (12183025 Purelink RNA mini kit, Life Technologies). RNA was either quantified spectrophotometrically (liver RNA; Nanodrop 2000, ThermoFisher Scientific) or by Agilent 2100 Bioanalyzer (iWAT RNA). cDNA was synthesized from purified liver RNA using a High-Capacity cDNA Reverse Transcription Kit (4368813, Applied Biosystems). iWAT RNA was submitted to Novogene for cDNA library preparation and subsequent RNAseq analysis. For qPCR, liver cDNA was combined with the appropriate working quantitative PCR master mix, containing Power SYBR Green (4368708, Applied Biosystems) and the relevant primer pair (final concentration [100 nM] each; Integrated DNA Technologies). PCR conditions included an activation cycle of 95 °C for 10 min followed by 45 amplification cycles of 15 s at 95 °C, 15 s at 60 °C, and 10 s at 73 °C. CT values were quantified on QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). The ΔΔCT method was used to calculate the expression levels of mRNA transcripts using *Actb* as the housekeeping transcript. The expression of *Actb* in our liver samples was determined to be unaffected by sex or sucrose intake after being compared alongside other commonly used qPCR housekeeping transcripts, including *Rps18, Rpl13a*, *Rplp0, B2m*, and *Gapdh*. Data were expressed relative to the female control group. Statistical comparisons were made on log-transformed values to address the heteroscedasticity observed for many of the measured transcripts. The sequences of each of the primers used can be found in Supplementary File 1. For RNAseq, iWAT RNA samples were submitted to Novogene where mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After random fragmentation, NEB cDNA libraries were constructed, assessed for quality, and sequenced on an Illumina platform (paired-end 150 bp). Downstream analysis was performed using a combination of programs including STAR, HTseq, Cufflink, and Novogene’s wrapped scripts. Alignments were parsed using Tophat. Reference genome and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl) directly. Paired-end clean reads were aligned to the reference genome using STAR (v2.5). HTSeq v0.6.1 was used to count the read numbers mapped to each gene and the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) of each gene was calculated based on the length of the gene and the mapped read counts.

### Differential gene expression and gene set enrichment analyses

FPKM data were normalized and compared in R Studio using the package DESeq2 v1.24.0^79^. Differential expression analyses were conducted to determine the effects of sucrose intake within each sex, the effect of sucrose intake with sex as a moderating effect, and to determine any sex:sucrose interactions. 

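The legend of Fig. 4 names a Bonferroni correction for the same tests. With Bonferroni in place of the Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test called 17 genes higher and 23 lower in female mice, and 0 in male mice.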

P-values were adjusted for multiple comparisons according to Benjamini and Hochberg^80^, and transcripts with an adjusted *p* < 0.05 were considered differentially expressed. String network analysis was performed on differentially expressed genes common to both male and female mice using string-db.org version 11.0^81^. Gene Set Enrichment Analysis (GSEA) of all differentially expressed genes was completed in R Studio using the package fgsea v1.10.1^82^. GSEA was completed with all gene sets in the Molecular Signatures Database reference gene set (MSigDB.v7.0), downloaded from https://www.gsea-msigdb.org/. A gene set was considered enriched when the nominal *p*-value was <0.01, the false discovery rate was <0.25, and the normalized enrichment score was >1.5 (for gene sets positively enriched) or less than −1.5 (for gene sets negatively enriched).

### Western blotting

Homogenates were prepared from ∼50 mg of frozen liver in RIPA buffer [Tris basic (50 mM), sodium deoxycholate (0.25%), NP-40 (1%), NaCl (150 mM), EDTA (1 mM), Na3VO4 (100 μM), NaF (5 mM), sodium pyrophosphate (10 mM), protease inhibitor cocktail] using stainless-steel beads and a Qiagen Tissue Lyser (30 Hz for 5 min). Homogenates were centrifuged at 4 °C for 10 min at 14,000 g, after which the protein concentration of supernatants was determined by BCA assay. Lysates of equal protein concentration were prepared in 2× Laemmli buffer containing 2-mercaptoethanol and heated at 95 °C for 5 min. Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes for Western blotting. Membranes were visualized for total protein using stain-free technology (BioRad) before being blocked in BSA for 1 h and incubated at 4 °C overnight in the relevant primary antibody. Blots were visualized after a 1-h incubation with infrared anti-mouse or anti-rabbit secondary antibody, using a LI-COR Odyssey fluorescent Western blotting system or a BioRad ChemiDoc. Protein expression was quantified using densitometry (Image Studio Lite; LI-COR) and normalized to total protein. β-Tubulin was included as a visual loading control for figures. Antibodies used include: SREBP-1c IgG-2A4 (557036, BD Pharmingen, 1:1000), FAS C20G5 (3180 Cell Signaling Technology, 1:1000), ACC1/2 C83B10 (3676, Cell Signaling Technology, 1:1000), phospho-ACC1/2 Ser79 (3661, Cell Signaling Technology, 1:1000), ChREBP (NB400-135, Novus Biologicals, 1:1000), PKLR (AV41699, Sigma-Aldrich, 1:200), β-Tubulin BT7R (MA5-16308, Invitrogen, 1:2000), Goat anti-Rabbit IgG Alexa Fluor 680 secondary antibody (A21109, 1:15,000, Invitrogen) and Donkey anti-Mouse IgG Alexa Fluor 790 secondary antibody (A11371, 1:15,000, Invitrogen). Full blots are available with the Source Data.

### Histology

Tissue samples were fixed in 10% neutral buffered formalin overnight, dehydrated in ethanol, cleared in Citrisolv, and embedded in Paraplast plus. Sections were cut to 10 µm and stained with hematoxylin and eosin. Images were obtained at a 40X objective (EVOS XL CORE, ThermoFisher Scientific).

### Microbiome analysis with illumina MiSeq sequencing and bioinformatics

Stool samples were collected fresh and snap frozen. Samples were resuspended in 500 μL of TNES buffer containing 20 μg of proteinase K and 150 μL of 0.1 zirconia beads. Following mechanical disruption using ultra-high-speed bead beating samples were incubated overnight at 55 °C with agitation. Total DNA was extracted using phenol chloroform isoamyl alcohol, and total DNA concentration per mg stool was determined by qRT-PCR. Purified DNA samples were sent to the Argonne National Laboratory (Lemont, IL) for amplicon sequencing using the NextGen Illumina MiSeq platform. Blank samples passed through the entire collection, extraction and amplification process remained free of DNA amplification.

Sequencing data were processed and analyzed using QIIME (Quantitative Insights into Microbial Ecology) v1.9.1. Sequences were first demultiplexed, then denoised and clustered into sequence variants. For bacteria, we rarified to a depth of 10,000 sequences. Representative bacterial sequences were aligned via PyNAST, taxonomy assigned using the RDP Classifier against GreenGenes (v13.8). Processed data were then imported into Calypso (v8.84) for further analysis and data visualization^83^. For PICRUSt, biom tables were filtered against GreenGenes databases, normalized, and sequences used to predict KEGG orthologs and pathway enrichments. Alpha diversity was determined via calculation of the Shannon Index, Simpson Index, and Evenness at a depth of 10,000 OTUs^84,85^. Bray–Curtis analysis was used to quantify beta diversity (intra-sample) and displayed as principal coordinate analysis (PCoA)^86^. Comparisons were made using PERMANOVA, Anosim, and PERMDISP2^83^. Differences in taxonomic relative abundance were determined by one-way ANOVA adjusted using the Bonferroni correction and false discovery rate (FDR) for multiple comparisons followed by Tukey’s test. Linear discriminant analysis of effect size (LEfSe) with nonparametric factorial Kruskal–Wallis sum-ranking was used to identify significantly abundant taxa, followed by unpaired Wilcoxon rank-rum testing to determine LDA scores. LDA scores greater than 2 were considered significant^87^. Deseq2 was used to calculate differentially expressed taxa between experimental groups in both sexes. Network analysis was generated from Spearman’s correlations, where pairwise correlations are used to ordinate nodes in a two-dimensional plot by PCoA and positive correlations with FDR-adjusted, *p* < 0.05 were presented as an edge^83^.

### Statistics

All statistical analyses were performed using R (v4.1.1) running in R Studio (build 492). Data with multiple repeated measures were analyzed by linear mixed effects modeling with likelihood ratio tests using the package lme4^88^. All other data were assessed for homoscedasticity and normality using Levene’s tests (package: car^89^) and Shapiro–Wilk tests, respectively. Any heteroscedastic data sets were log-transformed to attain homoscedasticity and re-assessed for normality. Normal data were analyzed using two-way ANOVA with interaction models and Tukey’s post-hoc analysis. Any two-way factorial non-normal data were analyzed using Scheirer–Ray–Hare tests (package: rcompanion^90^), with either Wilcoxon Rank Sum test adjusted for multiple comparisons using the Benjamini and Hochburg correction or Dunn analysis with Benjamini and Hochberg correction for multiple comparisons (package: FSA^91^). Data processing and visualization were completed using the packages Tidyverse^92^ and lubridate^93^. Significance was set a priori with a *p* < 0.05 considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Gene set enrichment analyses performed for this work relied on the publicly available Molecular Signatures Database reference gene sets (MSigDB.v7.0), available from https://www.gsea-msigdb.org/. Microbiome data generated for this project are available from the NCBI BioProject database, accession number PRJNA883667. RNAseq data generated for this project are available from the NCBI Gene Expression Omnibus, accession number GSE151358. Other data generated for this work are provided in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Chronic intake of high dietary sucrose induces sexually dimorphic metabolic adaptations in mouse liver and adipose tissue
**Source:** Nat Commun. 2022 Oct 13;13:6062. doi: 10.1038/s41467-022-33840-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Primer Sequences

File Name: Supplementary Data 2

Description: Differential Gene Expression (adipose tissue)

File Name: Supplementary Data 3

Description: String Network Analysis (adipose tissue)

File Name: Supplementary Data 4

Description: Gene Set Enrichment Analysis (adipose tissue)

File Name: Supplementary Data 5

Description: DESeq results (microbiome)

How the deposited data were processed for this re-analysis (not part of the article)

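RNA from the inguinal adipose tissue of 32 mice, 8 in each of the male control, male sucrose, female control and female sucrose groups, had been sequenced by the authors after 12 weeks of treatment. According to the methods, mRNA was selected with poly-T beads, libraries were read as paired ends, reads were aligned with STAR and the reads on each gene were counted with HTSeq. The authors deposited counts of reads for 35275 genes and 32 mice, without normalization. The authors also deposited a normalized signal for each gene and mouse. For 35231 genes the ratio of count to normalized value was constant within a mouse and equal to DESeq2's median-of-ratios factor over all 32 mice, to within 0.023%. For the other 44 genes, 43 of which share their name with another entry, the normalized values did not follow their own counts. The deposited gene lengths, an other kind of value, were used for description only. All tests used the counts. The genome build is not named in the paper's text, and the gene coordinates equal those of GRCm38 for the genes examined.

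Each mouse was assigned to its group from the labels alone. The labels share no replicate numbers between groups, and each mouse was 1 replicate. The sample records give an age of 22 weeks and the methods 24 weeks, and the age did not enter any test. Total counts per mouse lay between 15111282 and 23667519. At this depth the smallest level that can be told from 0 is 3 counts, and such floors cover counting error only, since reads without molecular identifiers are not independent molecules. For genes with enough counts, the squared difference between mice of the same group was divided by that from sampling noise. The median of this ratio lay between 6.25 and 173 over the 28 pairs of mice in each group. Xist and 4 Y chromosome genes were checked against the labelled sex, and 2 libraries labelled male control went against it. These 2 libraries stayed in the group of their label in the planned tests.

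Tests were run in R 4.3.3. For each sex, the effect of sucrose was tested with edgeR 4.0.16 on the 16 mice of that sex, after TMM normalization and edgeR's filterByExpr, with the quasi-likelihood test and p-values adjusted according to Benjamini and Hochberg. Genes with an adjusted p-value under 0.05 were called. The effect of sucrose with sex as an additive term, and the interaction between sex and sucrose, were tested in the same way on all 32 mice. A positive interaction is a larger log2 fold change in female than in male mice. Standard errors are the log2 fold change divided by the square root of the F statistic. The genes named in the text were fixed by a rule. They are the genes the paper names for the adipose tissue, the members of lists of lipolysis genes, Xist and Y chromosome genes, the first 3 members of lists of marker genes for cell types, and the 5 genes per direction with the smallest adjusted p-value in each comparison. Mup10, Lcn9 and the other genes named at a claim follow this rule, and the epididymal genes were listed after their values were seen.

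Gene sets were tested with fgsea 1.28.0, with random seed 1, on all tested genes ranked by the signed square root of F. Reactome sets of 15 to 500 tested genes and gene families of 5 to 500 tested genes were used. A set counted as enriched at p under 0.01, adjusted p under 0.25 and an NES beyond 1.5 in size, as in the paper's methods. The smallest p-value that fgsea was set to give was 1e-10. The methods do not name the statistic used for ranking. Of the 7111 identifiers in the Reactome sets, 97.2% were matched to a gene in the counts. The Molecular Signatures Database was not used here. The 15 lists of leading-edge genes for male mice in Supplementary Data 4 were tested in female mice.

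The tests were tested on simulated data drawn from the real means, dispersions and library sizes with 200 changed genes. The quasi-likelihood test called 63% of the changed genes in female, 42% in male, 72.5% in combined and 37.5% in interaction comparisons, and between 1.32% and 5.97% of its calls were false. Between 15% and 19.4% of the calls of DESeq2's Wald test were false in the same simulations. A simulated bias by GC content was removed by the GC correction, after which 6.67% of the calls were false against 13.7% before.

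The alternatives chosen before the data were examined were DESeq2 1.42.0 with and without its replacement of outlying counts (from 7 replicates), limma 3.58.1 with voom quality weights, robust dispersions, DESeq2's size factors, no count filter, at least 10 counts in every mouse, a single fit of 4 groups, a Bonferroni correction, and leaving out each mouse in turn. For gene sets they were ranking by log2 fold change, limma's camera with an inter-gene correlation of 0.01, limma's rotation test fry, and the filter on counts. A further alternative, on FPKM values, was not run, because the table holds counts. After seeing the data, fits without the 2 Xist libraries, without these and the epididymal library, with a covariate for libraries that hold epididymal reads, and with a GC correction were added. The GC correction subtracts, for each library, a loess curve (span 0.5) of log2 expression on the GC content of the gene's transcripts. Regroupings of the mice within each sex were drawn 100 times for counts of genes and 40 times for counts of gene sets, the real grouping included. The liver, plasma and bile acid measurements of the paper were not analysed here.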

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

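The tests of the carried-over reads, of the 3 libraries labelled male control and with the GC correction were chosen only after the results were seen.

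In 2 libraries labelled male control, Xist was 525 and 551 CPM and the Y chromosome genes held at most 6 counts, a signal the paper does not report. A mislabelled sample is a candidate explanation, and the count of libraries whose Xist and Y chromosome transcripts go against their label was 2 of 32. The counts do not say whether the animal or the tube was mislabelled. The 2 libraries were not moved to another group.

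A further library labelled male control held 1430123 counts on epididymal genes, and its Y chromosome transcripts follow its label. Epididymal tissue in that sample may explain these counts. The 8 female sucrose libraries held a median of 207.5 counts on the same genes, which female mice do not express from their own tissue, and the 8 female control libraries held a median of 7. Reads carried over from the epididymal library were tested as the explanation. Over 49 genes found almost only in that library, the summed counts of the 17 libraries with these reads had a Spearman correlation of 0.936 with its counts, across genes that are not independent replicates. The carried-over counts in each of the 17 libraries were between 0.012% and 0.032% of those in the source. This is consistent with carry-over at 1 step of the handling shared by these libraries.

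The same reads separate the female sucrose from the female control libraries without exception. A difference in handling between the female groups was tested as an explanation of the genes called in female mice. In the 13 libraries labelled male without the 3 set aside, a model of sucrose and carried-over reads gave a coefficient for each. Among libraries labelled male control 2 held these reads and 3 did not, and among male sucrose libraries 7 did and 1 did not, so the 2 coefficients are hard to separate and the test had little chance of passing. Across 1545 genes called in female mice, the female log2 fold changes had a correlation of -0.151 with the coefficient for carried-over reads, and 62 of 100 reassignments of the libraries gave one as high. The correlation with the sucrose coefficient was 0.565, and 8 of 100 reassignments gave one as high. Handling would give a positive first correlation, and its value was negative. Neither was outside the reassignments, so with this test the genes called in female mice cannot be told apart from a difference in handling.

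For the genes the paper names, the mouse farthest from its group was examined in 64 groups of 8 mice. In 7 groups its gap to the nearest mouse, as a share of the range of the group, was above the 95% limit of Dixon's test. Chance gives about 5% of groups. In the group labelled male control, the epididymal library stood apart for Tmf1 (gap 0.922, 118 CPM) and Rab25 (gap 0.819, 71.1 CPM). Whether epididymal tissue is their source was not tested. A single male sucrose mouse was highest for Rab25 (gap 0.598, 0.633 CPM) and for Adra2a (gap 0.547, 16.8 CPM). The highest mouse in the female control group for Ctsc had a gap of 0.571 at 82.3 CPM. In the group labelled male control, a mouse other than the 3 had a gap of 0.544 for Plin5 at 198 CPM. In the female sucrose group, 1 mouse had a gap of 0.619 for Arrb1 at 159 CPM. No explanation was tested for any of the 7, and no biological explanation was tested because the design gives no condition that separates mice within a group.

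For the interaction between sex and sucrose, 10 gene families passed the limits with fgsea. The rotation test of limma, which takes the mice as the unit, called 0 of 23 families for the interaction. Positive scores were found for epithelial cell genes (NES 2.67), skin keratinocyte genes (2.37), cell junction genes (2.25), mammary gland genes (1.93), estrogen-responsive genes (1.91), mitochondrial ribosomal proteins (1.83) and oxidative phosphorylation subunits (1.64). Negative scores were found for striated muscle genes (NES -2.86), interferon-stimulated genes (-2.79) and macrophage genes (-2.48). Chance was tested first. Of 40 regroupings of the mice within each sex, 30 gave as many enriched families for the interaction and 24 gave as many enriched Reactome sets. The number of families can therefore not be told apart from chance. The libraries labelled male control that hold Xist or epididymal reads were tested next. Without the 3 libraries the NES was -2.22 for epithelial cell genes, -1.99 for cell junction genes, -2.14 for estrogen-responsive genes and -1.84 for mammary gland genes, all with the opposite sign, and 0.746 for skin keratinocyte genes. These 3 libraries may therefore account for the positive interaction of these 5 families. The other 5 families kept their sign and stayed enriched without the 3 libraries, with an NES of 3.15 for mitochondrial ribosomal proteins and for oxidative phosphorylation subunits, -2.32 for striated muscle genes, -2.41 for interferon-stimulated genes and -2.16 for macrophage genes. When 1 mouse was left out, the interaction NES lay between 0.924 and 2.63 for mitochondrial ribosomal proteins and between -0.684 and 2.36 for oxidative phosphorylation subunits, so the latter could reverse on a single mouse. With the GC correction, the 5 families that had stayed enriched without the 3 libraries were still enriched. This argues against GC content as the source of their scores. The NES was 1.77 for mitochondrial ribosomal proteins and 1.56 for oxidative phosphorylation subunits. It was -2.72 for striated muscle, -2.73 for interferon-stimulated and -2.38 for macrophage genes. With the covariate for carried-over reads they were enriched too, at 2.25, 2.25, -2.65, -2.6 and -2.33 in this order. In female mice these reads separate the groups without exception, so the covariate does not exclude handling there. A smaller effect on mitochondrial genes and a larger effect on interferon-stimulated and macrophage genes in male mice remain possible. Chance and the handling of the female libraries were not excluded.

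For striated muscle genes, skeletal muscle left on some depots was tested as an explanation. Of 16 fits that left out 1 mouse, the number in which the set was not enriched in male mice was 0. Ckm was above every library labelled male control in 4 of 8 male sucrose mice, and leaving out 1 mouse cannot remove a signal carried by 4. The rotation test of limma called 0 of 22 families in male mice, this set included. The pattern therefore cannot be told apart from muscle in some depots.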

How the results depend on the processing

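Unless a test is named, the cause of a change given here was not tested.

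Counts of genes within sexes. With limma's voom quality weights, 1266 genes were higher and 1454 lower in female mice, 1049 higher and 1679 lower with the sexes combined, and 1 had a negative interaction. Without a count filter, 455 genes were higher and 679 lower in female mice. In a single fit of 4 groups, 63 genes were higher and 87 lower in female mice, 188 higher and 594 lower in male mice, and 4 higher and 21 lower in both sexes. With Bonferroni, 17 were higher and 23 lower in female mice, and 4 and 23 with the sexes combined. DESeq2's Wald test called 136 genes higher and 153 lower in male mice, 918 and 1456 with the sexes combined, 31 positive and 23 negative for the interaction, and 6 higher and 92 lower in both sexes. Without its replacement of outlying counts, it called 220 higher and 555 lower in male mice, 938 and 1721 with the sexes combined, 200 positive and 70 negative for the interaction, and 13 higher and 192 lower in both sexes. Robust dispersions, DESeq2's size factors and at least 10 counts in every mouse left each of these counts within 1.5 times its planned value. All 1652 female genes called by edgeR's test were among the 2329 called by DESeq2, and 1385 of the 1408 combined genes were among its 2374.

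Over the fits that each left out one mouse, from 415 to 884 genes were higher and from 529 to 1157 lower in female mice, and from 0 to 6 higher in male mice. With the sexes combined, from 236 to 695 genes were higher and from 535 to 1150 lower. For the interaction, from 0 to 2 genes were positive and from 0 to 4 negative. The interaction NES of oxidative phosphorylation subunits lay between -0.684 and 2.36, and the male log2 fold change of Tmf1 between -0.251 and 0.289.

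The settings that follow were chosen after seeing the data. Without the 2 Xist libraries, 135 genes were higher and 351 lower with the sexes combined, and 12 had a positive and 3 a negative interaction. In male mice, DESeq2's Wald test then called 28 genes higher and 5 lower, and 1 higher and 2 lower in both sexes. Leaving out the epididymal library as well, 174 genes were higher and 343 lower with the sexes combined, and 1 had a negative interaction. By DESeq2's Wald test, 19 were then higher and 9 lower in male mice, and 2 higher and 4 lower in both sexes. With a covariate for carried-over reads, 70 genes were higher and 1144 lower with the sexes combined. With both changes, 0 genes were higher and 5 lower with the sexes combined, and 8 had a negative interaction. With the GC correction, 358 genes were higher and 427 lower in female mice, and 109 and 215 with the sexes combined.

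Counts of gene sets. With ranking by log2 fold change, 79 Reactome sets were positively and 5 negatively enriched in male mice, 122 and 16 with the sexes combined, and 5 and 20 for the interaction, and 14 Hallmark lists were enriched in female mice. With limma's camera, 33 sets were negatively enriched in female mice, 5 in male mice and 16 with the sexes combined, and 23 were positively enriched for the interaction. With at least 10 counts in every mouse, 9 families were enriched in male mice, 9 with the sexes combined and 6 for the interaction. With limma's fry, 0 families were enriched in male mice, 4 with the sexes combined and 0 for the interaction. Chosen after seeing the data, the fit without the 3 libraries gave 96 positively enriched Reactome sets and 7 families in male mice. With the covariate for carried-over reads, 102 sets were positively and 19 negatively enriched with the sexes combined, and 22 and 88 for the interaction. With both changes, 48 sets were positively and 32 negatively enriched in male mice, 9 families were enriched in male mice, 69 sets were positively enriched with the sexes combined, and 16 families for the interaction. With the GC correction, 29 sets were positively and 50 negatively enriched for the interaction.

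Reversed directions. The log2 fold change of Tmf1 in male mice was 0.208 with voom quality weights, 0.288 with DESeq2, 0.311 with DESeq2 without the 3 libraries, 0.3 with edgeR without them and 0.28 with the covariate as well. The interaction NES of estrogen-responsive genes was -1.64 with at least 10 counts in every mouse. Without the 2 Xist libraries, that of mammary gland genes was -1.38. Without the 3 libraries, the NES in male mice was 0.683 for cell junction genes, 1.34 for epithelial cell genes, -0.725 for lipolysis enzymes and lipid droplet proteins and -0.559 for mitochondrial ribosomal proteins, and that of mammary gland genes with the sexes combined was 0.623. The interaction NES was then -1.99 for cell junction genes, -2.22 for epithelial cell genes, -2.14 for estrogen-responsive genes and -1.84 for mammary gland genes. With the covariate as well, cell junction genes had an NES of 0.603 in male mice, and the interaction NES was -1.93 for cell junction genes, -2.21 for epithelial cell genes, -2.09 for estrogen-responsive genes, -1.86 for mammary gland genes and -0.752 for skin keratinocyte genes. With the covariate for carried-over reads alone, the interaction log2 value was -0.664 for Gpx5, -2.12 for Lcn8 and -2.3 for Adam28. With the covariate and without the 3 libraries, it was -0.722 for Gpx5, -2.2 for Lcn8, -2.44 for Adam28 and -1.02 for Xist. For the first 3 of these genes a value shows the cause, since their reads are those the covariate marks.

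For gene families, 1378 values came from ranking by log2 fold change, the filter on counts and leaving out each mouse in turn. Most were fits that left out a mouse. These alternatives were chosen before seeing the data. Of these values, 1310 kept their direction and their side of the limits, 65 no longer passed and 3 reversed. Limma's camera and fry, also chosen beforehand, are not in this tally. Fry called 0 of 22 families in male mice and 0 of 23 for the interaction, against 14 and 10 in the planned test. It called 4 of 23 with the sexes combined, against 16, and 12 of 23 in female mice, against 14. Of the 214 values under alternatives added later, 167 kept both, 31 no longer passed and 16 reversed. For named genes, 1237 of 1374 values kept both, 54 no longer passed, 80 passed where they had not and 3 reversed. Under the alternatives added later, 166 of 197 kept both, 4 no longer passed, 17 passed where they had not and 10 reversed.

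In simulated data the quasi-likelihood test called 42% of 200 changed genes in male mice, and 58.2% of those changed 2-fold or more. So 8 mice a group do not by themselves keep it from calling changes of the simulated sizes. Counts were drawn independently for each gene, without libraries that stand apart. The simulation therefore does not exclude low power for smaller changes or in the real male libraries. Rab17 and Rab25 did not pass the expression filter in male mice. Rab25 was at least 12.3 CPM in the 3 libraries labelled male control that hold Xist or epididymal reads and at most 0.482 CPM in the other 5, so depth is not what kept it under the filter. Values on the FPKM scale were not run.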

Differences from the paper's values

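In male mice, 0 transcripts were upregulated by sucrose, against the paper's 128, and 607 had an unadjusted p-value under 0.05 with higher expression. The Wald test of DESeq2 gave 136 and a single fit of 4 groups gave 188, both within 1.5 times the paper's value, and the other 23 of the alternatives set before the data were examined did not close the gap. For transcripts downregulated in male mice, the count was 0 against the paper's 151, and 823 were lower at an unadjusted p-value under 0.05. It was 153 with DESeq2's Wald test, and the other 24 alternatives did not close the gap.

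Upregulated in both sexes were 0 transcripts, against 6 in the paper, and 132 at unadjusted p-values under 0.05. There were 6 with DESeq2's Wald test and 4 with a single fit of 4 groups, and the other 39 alternatives did not close the gap. Downregulated in both sexes were 0 transcripts, against the paper's 91, and 486 at unadjusted p-values under 0.05. There were 92 with DESeq2's Wald test, and the other 40 alternatives did not close the gap.

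For Adrb3 in female mice, the change was -39.8% with an error of 9.18 from the standard error of the log2 fold change, against the paper's -11.7%. Over 24 alternatives it lay between -44.9% and -37%, and none of the alternatives set before the data were examined closed the gap. The adjusted p of Adrb3 was 0.0425 in edgeR's test, against the paper's 0.013. It was 0.0126 with DESeq2's Wald test, with and without the replacement of outlying counts, and leaving out 1 female control mouse gave 0.00996. The other 22 alternatives did not close the gap.

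The adjusted p of Adra2a in female mice was 0.0885 in edgeR's test, against the paper's 0.041. It was 0.0388 with DESeq2's Wald test, with and without the replacement of outlying counts. Leaving out 1 female control mouse gave 0.0506 and leaving out 1 female sucrose mouse gave 0.04. The other 21 alternatives did not close the gap.

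For Arrb1 in female mice, the change was -17.9% with an error of 7.87, against the paper's -39.9%. Over 24 alternatives it lay between -24.4% and -14.3%, and none closed the gap. The adjusted p of the interaction of sex and sucrose for Arrb1 was 0.748, against the paper's 0.034. Over 40 alternatives it lay between 0.448 and 1, and none closed the gap.

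The paper states that Tma7, Ctsc, Rab21, Skap2, Tmf1 and Pla2g7 rose in both sexes. None of these had an adjusted p-value under 0.05 in male mice in edgeR's test, Skap2 had an adjusted p of 0.0706 in female mice, and Tmf1 had a log2 fold change of -0.15 in male mice. DESeq2's Wald test called all of them in both sexes, and its log2 fold change for Tmf1 in male mice was 0.29. The paper states that Rab17 and Rab25 fell in both sexes. In male mice neither passed the expression filter, and DESeq2 called both, with adjusted p-values of 0.00399 and 0.000271. The comparisons of gene sets that follow use short gene families written out here, or Reactome sets. They are not the sets the paper tested, so a difference can come from the genes listed. The paper states that bile acid metabolism was negatively enriched in both sexes. The family used here, 11 genes in female and 12 in male mice, had an NES of 0.934 and 0.922. The paper states the same of cell proliferation, and lists the cell cycle among positively enriched Hallmark pathways. Proliferation genes had an NES of 1.7 in female mice, short of the limits, and 2.21 in male mice. For the interaction, the paper states that adipogenesis was positively and breast development negatively enriched. The NES was -0.48 for adipocyte genes and 1.93 for mammary gland genes, and -1.38 for the latter without the 2 Xist libraries, a setting chosen after seeing the values. The paper's interaction gene sets were mostly negatively enriched, whereas 92 Reactome sets were positively and 52 negatively enriched. Negative sets were the more frequent with ranking by log2 fold change (20 against 5) and with limma's camera (50 against 23). They were also more frequent with the covariate for carried-over reads (88 against 22) and with the GC correction (50 against 29), both chosen after seeing the values. Positive sets were the more frequent with at least 10 counts in every mouse (114 against 49). The same held for 3 settings chosen after seeing the values, namely without the 2 Xist libraries (118 against 52), without these and the epididymal library (131 against 66), and with the covariate as well (129 against 72).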

Other observations

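Among the tests below, those of or without the 3 libraries labelled male control, those with the GC correction and the test of lymph node tissue in female mice were chosen only after the results were seen.

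The count of 1652 genes called in female mice was the largest among 100 regroupings of the 16 mice, so 1 of 100 gave as many, and the highest count in another regrouping was 228. With DESeq2's Wald test, 2 of 100 regroupings gave as many as its 2329 female genes. The 1408 genes called with the sexes combined were reached by 1 of 100 regroupings. For male mice the count was 0, which 100 of 100 regroupings reached, and 3 other regroupings called genes. The counts of genes called in both sexes and of the interaction were 0 as well, and 100 of 100 regroupings reached each. At an unadjusted p-value under 0.05 there were 607 genes higher and 823 lower in male mice. DESeq2's 289 genes in male mice were reached by 9 of 100 regroupings, and 64 of the other regroupings gave at least 1 gene.

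Counts of enriched gene sets were reached more often. For female mice, 3 of 40 regroupings gave as many enriched Reactome sets and 6 of 40 as many families. For male mice, 8 of 40 gave as many Reactome sets and 2 of 40 as many families. With the sexes combined, 2 of 40 gave as many Reactome sets and 1 of 40 as many families. The number of Hallmark lists of male mice enriched in female mice was reached by 28 of 40 regroupings. The regroupings counted sets and did not test the score of any single family.

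The 3 libraries labelled male control that hold Xist or epididymal reads were tested as an explanation of the genes DESeq2 called lower in male mice. Of 153 such genes, 6 were still called without the 3 libraries. This is consistent with these libraries giving rise to most of the lower calls, but fewer control libraries also lower the number of calls that can be made, and the 2 were not separated. In 67 of the 92 genes lower in both sexes, the median of the male sucrose mice was below that of the other 5 libraries labelled male control. Of the 136 genes called higher, 16 were still called. The same 3 libraries were tested as an explanation of the few genes called by edgeR in male mice. In the 13 other libraries 0 genes were called, so leaving out the 3 did not bring calls back, and 380 genes were higher and 226 lower at an unadjusted p-value under 0.05. A smaller effect of sucrose in male mice was also tested. Over the 1545 genes called in female mice and tested here, the slope of the male on the female log2 fold change was 0.239 without the 3 libraries, and 76.9% had the same sign. As these genes were chosen for their female effect, the slope is biased towards 0 and the test cannot settle the question.

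Epithelial cells of the mammary gland or skin in some depots were tested as an explanation of the genes that DESeq2 called lower in both sexes. Within groups, 84 of these genes had a median correlation of 0.835 with the epithelial cell genes from mouse to mouse, over all 32 mice. The 95th percentile of 1000 random gene lists of like expression was 0.148. In 72 of the 92 genes called lower, the 3 libraries labelled male control lay above every other library labelled male, so this correlation is largely fixed by them. Without the 3 libraries the median correlation was 0.277, the 95th percentile of the random lists was 0.239 and 10 of 1000 lists gave a value as high. It was 0.495 in the 16 female mice alone. This is consistent with a varying share of epithelial cells, less clearly so without the 3 libraries. In female mice it could also follow from an effect of sucrose on these cells, which was not tested.

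Bias by gene length or GC content was tested for the genes called in female mice. Over 15281 genes, the female log2 fold change had a Spearman correlation of -0.3 with GC content and -0.098 with gene length, across genes. The median GC content was 47.8% for genes called higher and 56.5% for genes called lower. With the GC correction, 41.1% of the called genes were still called, 679 of 1652, and 785 genes were called in all. GC content therefore may account for part of the female calls and does not account for all of them. The slope of expression on GC content per library, in log2 units per 10% of GC, was -0.0339 ± 0.058 (SD, n = 8) in female sucrose and 0.174 ± 0.147 (SD, n = 8) in female control mice (exact permutation test, two-sided, p = 0.00357). The handling of the libraries was tested as its cause in the 13 male libraries. The slope was -0.115 with and -0.091 without carried-over reads (exact permutation test, two-sided, p = 0.783, over 715 splits). In these male libraries the slope thus did not follow the carried-over reads, and whether it follows the handling of the female libraries was not testable.

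Lymph node tissue in some depots was tested for the lymphocyte genes. In male mice the set was not enriched (NES 1.32), nor in 12 of 16 fits that left out 1 mouse, so there was no enrichment to explain. In female mice the NES was 1.88 and lay between 1.72 and 2.16 when 1 mouse was left out, and 0 of 16 fits lost the enrichment. Leaving out 1 mouse cannot remove tissue present in several, so the female value cannot be told apart from lymph node tissue. Cd3e ranged from 0.741 to 50.9 CPM in female control and from 1.16 to 103 CPM in female sucrose mice. Cd3e ranged from 1 to 55.4 CPM in libraries labelled male control and from 0.59 to 65.6 CPM in male sucrose mice.

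Brown and beige adipocyte genes, which the paper does not discuss, had an NES of 2.2 in female mice (adjusted p = 6.99e-05) and 1.77 in male mice (adjusted p = 0.0136). The male value was 1.54 without the 2 Xist libraries and 1.15 without the 3 libraries, neither enriched. The median of Ucp1 was 26.3 CPM in female control, 404 CPM in female sucrose, 62.2 CPM in libraries labelled male control and 392 CPM in male sucrose mice. In male mice Ucp1 ranged from 2.81 to 3630 CPM after sucrose intake.

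For 1930 genes with female values in Supplementary Data 2, DESeq2's within-sex log2 fold change was within 0.01 of the paper's for 100%. Of 1669 of them in edgeR's test, 5 lay beyond the larger standard error and 13 had the opposite sign.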
